# Interleukin-4 Receptor α Subunit Deficiency Alleviates Murine Intestinal Inflammation In Vivo Through the Enhancement of Intestinal Mucosal Barrier Function

**DOI:** 10.3389/fphar.2020.573470

**Published:** 2020-10-28

**Authors:** Ai Hertati, Shusaku Hayashi, Yudai Ogawa, Takeshi Yamamoto, Makoto Kadowaki

**Keywords:** intestinal mucosal barrier, inflammatory bowel disease, interleukin-4 receptor, NADPH oxidase, reactive oxygen species, intestinal permeability

## Abstract

Disturbance of epithelial barrier function causes chronic intestinal inflammation such as inflammatory bowel disease. Several studies have reported that Th2 cytokines such as interleukin (IL)-4 and IL-13 play an important role in the regulation of intestinal barrier function. However, the precise role of the IL-4 receptor α subunit (IL-4Rα) in intestinal inflammation remains unclear. Thus, we used an experimental colitis model to investigate the role of IL-4Rα in intestinal inflammation. IL-4Rα-deficient (IL-4Rα-/-) mice and their littermate wild-type (WT) mice were used. Experimental colitis was induced by administration of 3% dextran sulfate sodium (DSS) in the drinking water for seven days. Treatment with DSS caused body weight loss, an increase in the disease activity index and histological abnormalities in WT colitis mice, all of which were significantly attenuated in IL-4Rα-/- colitis mice. Neutrophil infiltration in the colonic mucosa was reduced in IL-4Rα-/- colitis mice compared with WT colitis mice. NADPH oxidase 1 expression and reactive oxygen species production were increased in the colons of IL-4Rα-/- mice. Furthermore, elevated intestinal permeability induced by DSS treatment was suppressed in IL-4Rα-/- colitis mice. These results demonstrate that IL-4Rα-/- mice exhibit reduced susceptibility to DSS-induced colitis. Our present findings suggest that IL-4Rα deficiency enhances intestinal mucosal barrier function through the upregulation of NADPH oxidase 1-dependent reactive oxygen species production, thereby suppressing the development of intestinal inflammation.

## Introduction

The intestinal mucosa forms a selective barrier that simultaneously allows nutrient absorption and limits the uptake of antigens from the lumen (Quiros and Nusrat, 2019). Intestinal mucosal barriers include not only physical barriers, such as the mucus layer, glycocalyx and cell junctions, but also chemical barriers, such as antimicrobial peptides and proteins of the regenerating islet-derived three family, these barriers are regulated by intestinal environmental factors and cellular networks including epithelial cells, mesenchymal cells, immune cells and neuronal cells (Okumura and Takeda, 2017). Cytokines and their receptors are key players in cellular interactions in the intestine under both physiological and pathophysiological conditions (Friedrich et al., 2019). Breakdown of the intestinal mucosal barrier plays a pivotal role in the pathogenesis of intestinal immune-related disorders such as infectious colitis and inflammatory bowel disease (IBD) (Okumura and Takeda, 2017; Hayashi, 2020). Reductions in mucus production and antimicrobial peptide levels have been reported in IBD patients (Wehkamp et al., 2002; Swidsinski et al., 2007). Additionally, mice genetically deficient in mucosal barrier components showed high sensitivity to intestinal inflammation (Johansson et al., 2008).

Interleukin (IL)-4 and IL-13 are multifunctional and central cytokines in type two immune responses (Egholm et al., 2019). These cytokines signal through the IL-4 receptor (IL-4R) system, which consists mainly of the IL-4Rα subunit (LaPorte et al., 2008). IL-4Rα has been reported to express in various types of cells including epithelial cells (Takeda et al., 2010), tissue-resident macrophages (Jenkins et al., 2013) and neuronal cells (Lee et al., 2018). Several studies have provided evidences that IL-4 and IL-13 play a role in the regulation of intestinal mucosal barrier functions (Groschwitz and Hogan, 2009). For example, stimulation with IL-4 or IL-13 increased the permeability of human colonic epithelial monolayers (Zünd et al., 1996; Berin et al., 1999). IL-4- and IL-13-mediated intestinal epithelial barrier dysfunction was improved in mice lacking signal transducer and activator of transcription (STAT) 6, a downstream effector of IL-4R activation (Madden et al., 2002). Moreover, in ulcerative colitis (UC) patients, lamina propria mononuclear cells (LPMCs) in inflamed colonic mucosa produce large amounts of IL-13 compared with LPMCs in noninflammatory control patients (Heller et al., 2005). Furthermore, expression of IL-4Rα was detected in the colonic enterocytes of UC patients (Heller et al., 2005). These findings suggest that intestinal IL-4Rα mediates intestinal inflammatory responses. However, the role of IL-4Rα in intestinal mucosal barrier function and inflammation *in vivo* remains unclear.

In the present study, we investigated the role of IL-4Rα in intestinal mucosal inflammation using a model of dextran sulfate sodium (DSS)-induced colitis in IL-4Rα-deficient (IL-4Rα-/-) mice. DSS-induced intestinal inflammation was alleviated in IL-4Rα-/- mice through enhancement of intestinal mucosal barrier function in a manner dependent on NADPH oxidase 1 (NOX1)-derived reactive oxygen species (ROS).

## Materials and Methods

### Mice

IL-4Rα-/- mice (BALB/cJ-*Il4ra* ^*tm1Sz*^) on a BALB/c background (Noben-Trauth et al., 1997) were purchased from Taconic Biosciences (Rensselaer, NY, United States). To allow the use of littermate IL-4Rα-/- mice and wild-type (WT) mice in all experiments, mice with heterozygous deficiency of IL-4Rα were crossed, and the genotype of littermates was confirmed (Supplementary Figure S1A). All mice were housed in the experimental animal facility at the University of Toyama and were provided free access to food and water. In this study, 16 male mice in each normal group and 24 male mice in each colitis group were used at 10–12 weeks. All experiments were performed in accordance with the Guide for the Care and Use of Laboratory Animals of the National Institute of Health and the University of Toyama. The Animal Experiment Committee at the University of Toyama approved all animal care procedures and study protocols (authorization no. A2015INM-2 and A2018INM-3).

### Experimental Model of Colitis

Mice were treated with 3% DSS (36–50 kDa; MP Biomedicals, Santa Ana, CA, United States) in their drinking water for seven days (Hayashi et al., 2017). The body weight, stool consistency, and presence of blood in the stool were monitored daily to assess the severity of colitis. The disease activity index was calculated as the average of two parameters: diarrhea (0, normal; 1, soft stools; 2, loose stools; 3, mild diarrhea; 4, severe diarrhea) and blood in the stool (0, normal; 1, faint bleeding; 2, slight bleeding; 3, gross bleeding; 4, severe bleeding). The assay was terminated when weight loss reached 20% of initial body weight as the humane endpoint.

### Histological Analysis

The distal part of the colon was fixed in 4% paraformaldehyde, embedded in Tissue Freezing Medium (TBS, Durham, NC, United States), and sliced into 10 µm thick sections at −20°C using a cryostat microtome (Leica Microsystems, Nussloch, Germany). Sections were then routinely stained with hematoxylin and eosin (H&E). H&E-stained sections were scored for inflammation and crypt damage as previously described (Hayashi et al., 2014).

### Immunohistochemical Analysis

Immunohistochemical staining was performed according to the procedure described in previous reports (Lee et al., 2013). In brief, the mice were sacrificed seven days after DSS treatment, and the distal colons were excised and fixed by immersion in 4% paraformaldehyde for 2 h. After treatment with a 30% sucrose solution, tissue samples were embedded in OCT compound (Sakura Finetek, Tokyo, Japan). Frozen sections (30 μm) were soaked for 1 h in 0.3% Triton X-100 solution and incubated with normal donkey serum (1:10; Jackson ImmunoResearch Laboratories, West Grove, PA) for 1 h. Sections were incubated first with a rabbit anti-myeloperoxidase (MPO) antibody (1:200; Abcam, Cambridge, United Kingdom) or rabbit anti-IgG antibody (Wako, Osaka, Japan) for isotype control MPO antibody (Supplementary Figure S2) and then with Alexa Fluor 488-conjugated donkey anti-rabbit IgG (1:400; Jackson ImmunoResearch Laboratories). Sections were mounted with VECTASHIELD mounting medium containing DAPI (Vector Laboratories, Peterborough, United Kingdom). Immunostained sections were observed using a confocal laser scanning microscope (LSM780; Carl Zeiss, Oberkochen, Germany) and imaged. The number of MPO-positive cells in the colonic mucosa was determined using ImageJ software (NIH, Bethesda, MD, United States).

### RNA Extraction and Quantitative Real-time Polymerase Chain Reaction

The mRNA expression levels of various genes were measured in mouse colon samples as described previously (Hayashi et al., 2017). In brief, total RNA was extracted from the colons using Sepasol RNA I Super (Nacalai Tesque, Kyoto, Japan) according to the manufacturer’s instructions. Reverse transcription was performed using a PrimeScript RT Reagent Kit (Takara Bio, Otsu, Japan) and random primers. qPCR amplification was then performed using TB Green Premix EX Taq (Takara Bio) in a Takara TP800 thermal cycler (Takara Bio). The PCR conditions were as follows: 10 s at 95°C, followed by 40 cycles of 5 s at 95°C and 20 s at 60–63°C. Target mRNA levels were normalized to those of *Gapdh* as the internal control in each sample. The results are expressed as ratios relative to the average for the control group. The primer sequences are shown in Supplementary Table.

### Transcriptome Analysis

Transcriptome analysis was performed on mouse colon samples as described previously (Nagata et al., 2017). In brief, total RNA was extracted from the distal colons on day 7 after initiation of DSS treatment. mRNA was purified from the mixture of total RNA using an RNeasy Mini Kit (Qiagen, Crawley, United Kingdom), and mRNA was pooled from three to six mice per group (WT normal, WT colitis and IL-4Rα-/- colitis). Microarray analysis was performed using a GeneChip Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA, United States). The GeneChip was scanned with a GeneChip Scanner 3000 (Affymetrix), and gene expression was analyzed using GeneChip Analysis Suite Software (Affymetrix). Median centered and log2 transformed transcript levels are indicated by the following color code: blue, low; red, high. Furthermore, the data were analyzed GeneChip microarray data using Transcriptome Analysis Console (TAC; Thermo Fisher Scientific, Waltham, MA, United States), GeneSpring (Silicon Genetics, Redwood City, CA, United States) and Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Redwood City, CA, United States, http://www.ingenuity.com) to extract significant genes, and identify the gene ontology and the canonical pathways associated with the differentially expressed genes.

### Measurement of Reactive Oxygen Species Production

ROS production was measured according to the procedure described in a previous report (Yokota et al., 2017). Whole colon tissues isolated from WT or IL-4Rα-/- mice were washed with ice-cold PBS, homogenized in ice-cold Krebs-HEPES buffer (pH 7.4) containing a protease inhibitor cocktail (Complete Mini; Roche, Mannheim, Germany), and centrifuged at 1,100 × g and 4°C for 15 minutes. The production of ROS (primarily superoxide) was measured with a chemiluminescence assay using L-012 (Wako, Osaka, Japan). Chemiluminescence was measured with a luminometer (Lumat LB 9507, Berthold Technologies, Germany). The level of ROS production is presented as arbitrary light units per minute per mg protein.

### *In Vivo* Intestinal Permeability Assay

Intestinal permeability was measured by determining the FITC-dextran concentration in the plasma of normal mice or DSS-induced colitis mice according to the procedure described in a previous study with slight modifications (Gupta et al., 2014). In brief, normal mice and colitis mice were fasted overnight. Mice were administered FITC-dextran (4 kDa; Chondrex, Redmond, WA, United States) (200 mg/kg body weight, po), while control mice were orally administered PBS (-). Four hours after oral gavage, mice were anesthetized, and blood was collected by cardiac puncture. Blood samples were centrifuged (2,500 × g, 10 minutes, 4°C), and plasma was collected. The fluorescence intensity in plasma samples was measured in black 96-well plates using a microplate reader (Tecan GENios; TECAN, Männedorf, Switzerland) at an excitation wavelength of 485 nm and emission wavelength of 535 nm. FITC-dextran concentrations were calculated from a standard curve.

### Statistical Analysis

The data are presented as the means ± SEMs. Statistical analyses were performed with Prism 8 (GraphPad Software, San Diego, CA) using one- or two-way ANOVA followed by Bonferroni’s multiple comparison test or an unpaired (two-tailed) t test with Welch’s correction. Values of *p* < 0.05 were considered to indicate significant differences.

## Results

### IL-4Rα-/- Mice Show Reduced Susceptibility to Dextran Sulfate Sodium-Induced Colitis

To determine the role of IL-4Rα in intestinal inflammation, we examined the development of DSS-induced acute colitis in WT and IL-4Rα-/- mice. On day 4 after DSS treatment via the drinking water, a decrease in body weight was observed in WT colitis mice but was significantly suppressed in IL-4Rα-/- mice. (Figure 1A; 78.5 ± 2.0% in WT colitis, 92.6 ± 1.4% in IL-4Rα-/- colitis mice on day 7; *p* < 0.001). The disease activity index was calculated as the average of the diarrhea score and rectal bleeding score and was significantly attenuated in IL-4Rα-/- colitis mice compared with WT colitis mice (Figure 1B; 3.7 ± 0.2 in WT colitis, 1.1 ± 0.3 in IL-4Rα-/- colitis on day 7; *p* < 0.001). Macroscopic observations of colons on day 7 showed that colon shortening occurred in WT colitis mice but was significantly alleviated in IL-4Rα-/- colitis mice (Figures 2A,B; 7.5 ± 0.2 cm in WT colitis, 10.1 ± 0.5 cm in IL-4Rα-/- colitis; *p* < 0.001). No difference was found in the colon length between WT and IL-4Rα-/- mice without colitis (normal, Figures 2A,B). Histological analysis by H&E staining showed that the colons of WT colitis mice exhibited a loss of epithelial integrity and crypt architecture (Figure 2C). In addition, submucosal edema occurred in the colons of WT colitis mice. These histological abnormalities were significantly ameliorated in the colons of IL-4Rα-/- colitis mice (Figures 2C,D; 5.5 ± 0.3 in WT colitis, 2.5 ± 0.2 in IL-4Rα-/- colitis; *p* < 0.001). We confirmed that the *Il-4rα* mRNA expression was totally depleted in the colon of IL-4Rα-/- mice (Supplementary Figure S1B).

**FIGURE 1:**
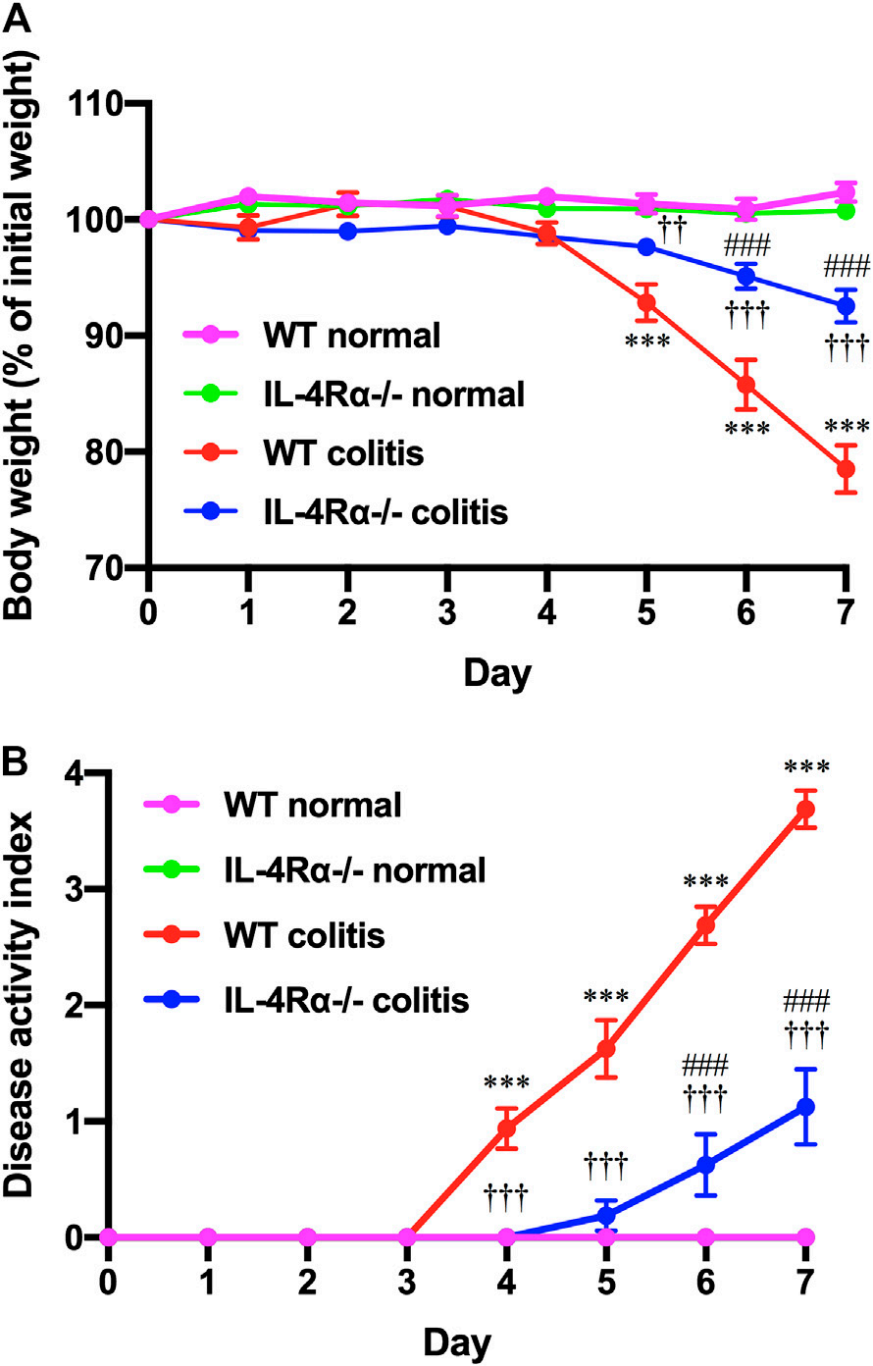
IL-4Rα-/- mice exhibit reduced susceptibility to DSS-induced colitis. Colitis was induced in WT and IL-4Rα-/- mice by daily treatment with a 3% DSS solution in the drinking water for seven days. **(A)** Body weight and **(B)** disease activity index are shown. The data are presented as the mean ± SEM values for eight mice and are representative of one of three independent experiments. ***p < 0.001 compared with WT normal mice. ††*p* < 0.01 and †††*p* < 0.001 compared with WT colitis mice. ###*p* < 0.001 compared with IL-4Rα-/- normal mice.

**FIGURE 2:**
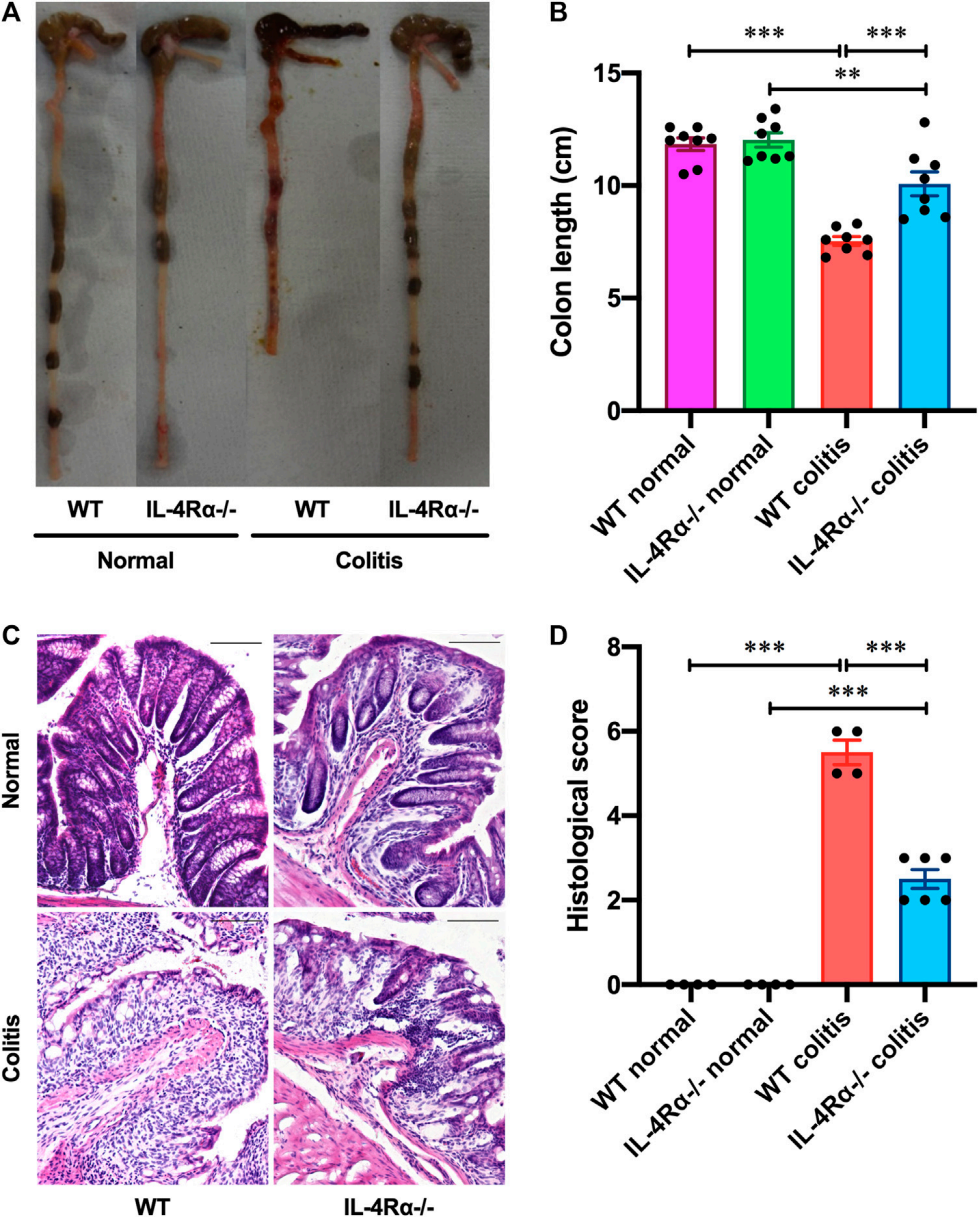
IL-4Rα-/- mice exhibit reduced susceptibility to DSS-induced colitis. Colitis was induced in WT and IL-4Rα-/- mice by daily treatment with a 3% DSS solution in the drinking water for seven days. **(A)** Macroscopic photographs of colons and **(B)** colon length measurements are shown. The data are presented as the mean ± SEM values for eight mice and are representative of one of three independent experiments. **p < 0.01; ***p < 0.001. **(C)** Representative images of H&E staining are shown. The scale bar represents 100 µm. **(D)** Histological scoring of DSS-induced colitis is shown. The data are presented as the mean ± SEM values for four to six mice. ***p < 0.001.

Next, we evaluated the immunoreactivity of MPO to assess the distribution of neutrophils in the colonic mucosa of colitis mice seven days after initiation of DSS treatment. The number of infiltrated neutrophils in the colonic mucosa of IL-4Rα-/- colitis mice was dramatically reduced compared to that in WT colitis mice (Figures 3A,B; 169.9 ± 24.5 in WT colitis, 78.9 ± 11.7 in IL-4Rα-/- colitis; *p* < 0.001). The mRNA expression level of *Cxcl2* and *Il-1β* in the colons of WT colitis mice was markedly elevated on day 7 (Figure 3C; *Cxcl2*; 0.0 ± 0.0 in WT normal, 5.3 ± 1.7 in WT colitis; *p* < 0.01, *Il-1β*; 0.4 ± 0.1 in WT normal, 6.6 ± 2.1 in WT colitis; *p* < 0.01). However, the increase in *Cxcl2* and *Il-1β* mRNA expression was significantly suppressed in the colons of IL-4Rα-/- colitis mice (Figure 3C; *Cxcl2*; 5.3 ± 1.7 in WT colitis, 0.5 ± 0.3 in IL-4Rα-/- colitis; *p* < 0.05, *Il-1β*; 6.6 ± 2.1 in WT colitis, 0.3 ± 0.1 in IL-4Rα-/- colitis; *p* < 0.01). These results clarify that the development of DSS-induced colitis is suppressed in IL-4Rα-/- mice compared with WT mice.

**FIGURE 3:**
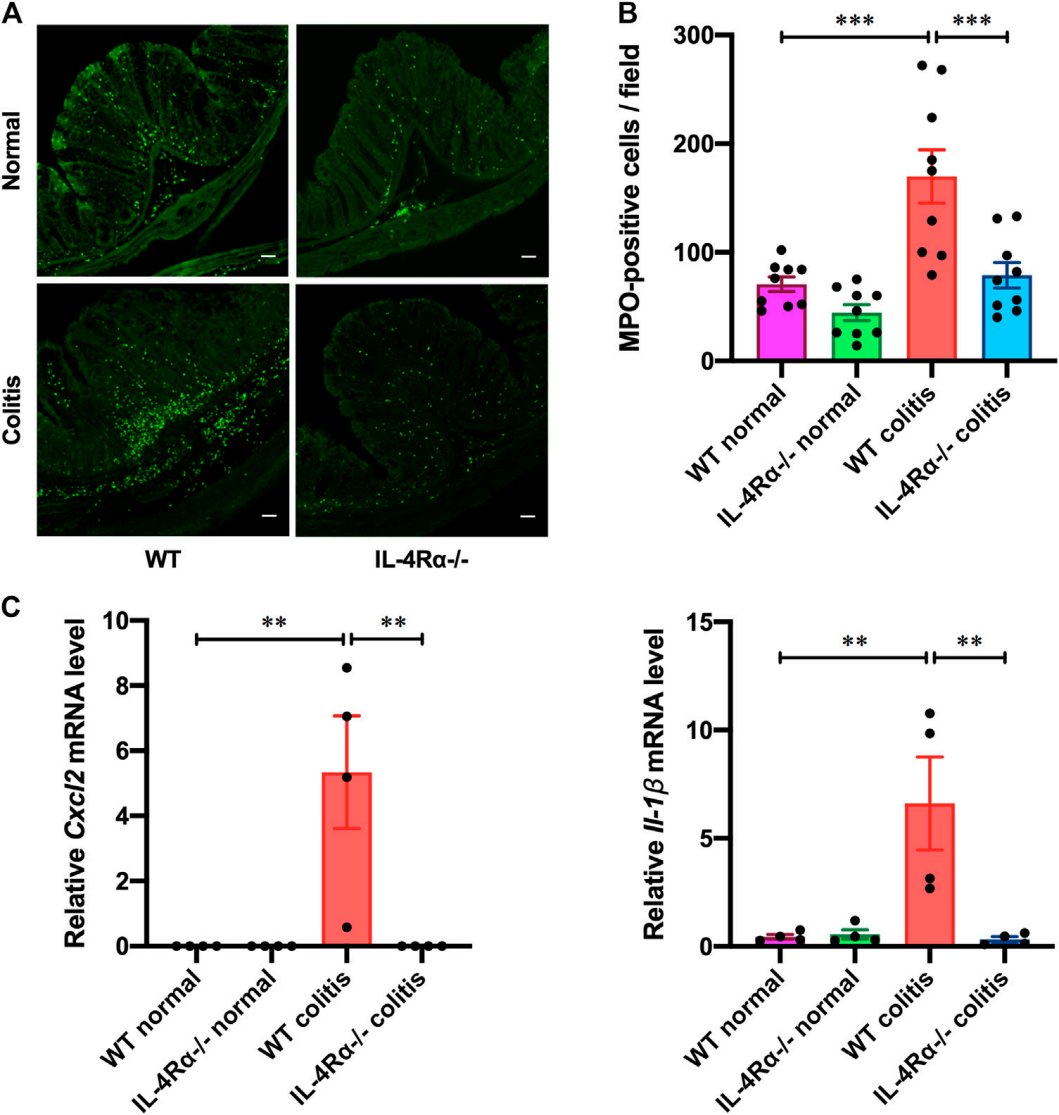
IL-4Rα-/- mice exhibit a low inflammatory response to DSS-induced colitis. Colitis was induced in WT and IL-4Rα-/- mice by daily treatment with 3% DSS solution in the drinking water for seven days. **(A)** Confocal micrographs of the colonic mucosa of colitis mice show staining of MPO-positive cells. The scale bar represents 50 µm. **(B)** The number of MPO-positive cells in the colonic mucosa is shown. The data are presented as the mean ± SEM values for nine mucosae from three mice. ***p < 0.001. **(C)** DSS-induced changes in the mRNA expression level of *Cxcl*2 and *Il-1β* in the colons of WT and IL-4Rα-/- mice. The data are presented as the mean ± SEM values for four mice and are representative of one of two independent experiments. *p < 0.05; **p < 0.01.

### IL-4Rα Deficiency Increases NADPH Oxidase 1-Dependent Reactive Oxygen Species Production in the Mouse Colon

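Colonic gene expression was measured in the distal colon of male BALB/c mice on day 7, with 1 array for each of 3 groups: WT normal, WT colitis after 3% DSS, and IL-4Rα-/- colitis after 3% DSS. RNA was pooled from 4 WT normal mice, 3 WT colitis mice and 6 IL-4Rα-/- colitis mice. There are no replicate arrays, so differences between groups have no error and no p-value, and a single array per group limits their precision. In the mice of the pools, body weight on day 7 was 80.2 ± 3.12% (SD, n = 3) of the initial weight in WT colitis and 97.3 ± 2.28% (SD, n = 6) in IL-4Rα-/- colitis (exact permutation test, two-sided, p = 0.0119, the smallest p that 3 mice against 6 allow). Their disease activity index was 3.67 ± 0.577 (SD, n = 3) in WT colitis and 1.0 ± 1.10 (SD, n = 6) in IL-4Rα-/- colitis (exact permutation test, p = 0.0238), and their colon length was 8.0 ± 0.20 cm (SD, n = 3) and 10.3 ± 1.14 cm (SD, n = 6) (exact permutation test, p = 0.0357). Each of these 3 comparisons had a Benjamini-Hochberg adjusted p of 0.0357 by the exact permutation test. With 1 mouse left out, the exact permutation p rose to as much as 0.0714 for the index and for colon length. One of the 6 IL-4Rα-/- colitis mice had an index of 3 and the shortest colon of its pool, 8.2 cm. Il4ra, the targeted gene, had a log2 signal of 5.69 in WT normal, 6.63 in WT colitis and 4.76 in IL-4Rα-/- colitis. It was lowest in IL-4Rα-/- colitis, 3.66-fold below WT colitis and 1.91-fold below WT normal, but its signal there stayed above the background level given below, and the position of its probes relative to the deleted part of the gene is not known here. The GeneChip carries 28944 probe sets. The authors summarised them to log2 signals on a common scale, with medians of 4.11, 4.18 and 4.11 in WT normal, WT colitis and IL-4Rα-/- colitis, and the method of that step is not given in the sources used here. A gene name was taken for the 21789 probe sets with 1 gene symbol, while 1621 had several symbols and 5534 had none here. Differences were taken between log2 signals as deposited, and the threshold was the more than 4-fold change of the legend of Figure 4. As a guide to background, the median signal of 1210 probe sets for olfactory and vomeronasal receptors was 2.44 and their 95th percentile was 3.5. A fold with either log2 signal below 4 is thus limited by background and is given as at least that fold. This is not a proven minimum, since scatter near background could not be measured with 1 array per group. Where the higher signal was dim too, log2 signals are given instead of a fold.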

To investigate changes in colonic gene expression levels between WT colitis and IL-4Rα-/- colitis mice, we performed transcriptome analysis on colonic tissues obtained on day 7 after initiation of DSS treatment. 

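In WT colitis, 52 probe sets were more than 4-fold higher than in WT normal and 39 were more than 4-fold lower. The highest increase of a named gene was that of Lcn2, the siderophore-binding protein lipocalin 2, from a log2 signal of 3.87 to 8.91, or at least 32.9-fold. Saa3, an acute-phase protein, was 12.8-fold higher, Serpina3n 12.0-fold and Igfbp5 10.3-fold higher. Of 20 measured genes of fibroblasts and matrix, 7 were more than 2-fold higher and 0 lower, among them the matrix metalloproteinases Mmp13 (8.22-fold), Mmp10 (7.73-fold) and Mmp3 (at least 4.96-fold) and their inhibitor Timp1 (at least 5.66-fold). Of 11 mast cell genes, 4 were more than 2-fold higher and 0 lower, including the proteases Cpa3 (at least 9.99-fold), Mcpt2 (8.51-fold) and Mcpt1 (8.17-fold). Among 22 neutrophil chemoattractants and acute inflammatory mediators, 9 were more than 2-fold higher and 0 lower, with Il11 at least 4.56-fold higher. Cxcl2 (log2 signal of 2.06 in WT normal and 4.05 in WT colitis) and Cxcl5 (2.41 and 4.26) were also among the 9. Of 15 immunoglobulin probe sets, 7 were more than 2-fold higher and 0 lower, with differences from -0.31 to 2.32 on the log2 scale. This group is not among the gene lists and takes in all probe sets with 1 immunoglobulin symbol, and in IL-4Rα-/- colitis 4 of them were more than 2-fold lower than in WT colitis and 0 higher, with a median difference of -0.52.
Of the 39 probe sets that were lower, 24 were for genes of the exocrine pancreas, 18 of them on the list fixed beforehand, and some of the 24 share a gene family and nearly the same values. Without the 24, 15 probe sets remained. With an offset of 32 on the linear scale, 22 probe sets were more than 4-fold higher and 21 lower. Of 15 measured genes on a list of the exocrine pancreas, 13 were more than 2-fold lower in WT colitis and 0 higher. Ctrb1, chymotrypsinogen, had a log2 signal of 10.55 in WT normal and 3.49 in WT colitis, at least 133-fold lower since the latter is at background, and Cpa1, a carboxypeptidase, had 8.53 and 3.17. In IL-4Rα-/- colitis the signals of these genes were as low, 3.03 for Ctrb1 and 3.17 for Cpa1. Of 14 immediate early genes, 5 were more than 2-fold lower in WT colitis and 0 higher. Egr1 had 9.50 in WT normal, 7.21 in WT colitis and 6.26 in IL-4Rα-/- colitis. The list's median difference from WT normal was -0.445 in WT colitis and -0.825 in IL-4Rα-/- colitis, the pool with the lower disease activity index. Both values rest on the 1 WT normal array, so this difference need not be an effect of colitis. Among 24 genes of absorptive colonocytes, 3 were more than 2-fold lower and 0 higher, namely Atp12a, a proton pump (5.31-fold), Aqp8, a water channel (2.95-fold), and Slc26a3, a chloride exchanger (2.08-fold). Tgm3, a transglutaminase, was 10.6-fold lower. Of 21 genes of tight and adherens junctions, 1 was more than 2-fold different. It was Cldn1, with a log2 signal of 3.70 in WT normal and 4.86 in WT colitis.

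**Figure D1:**
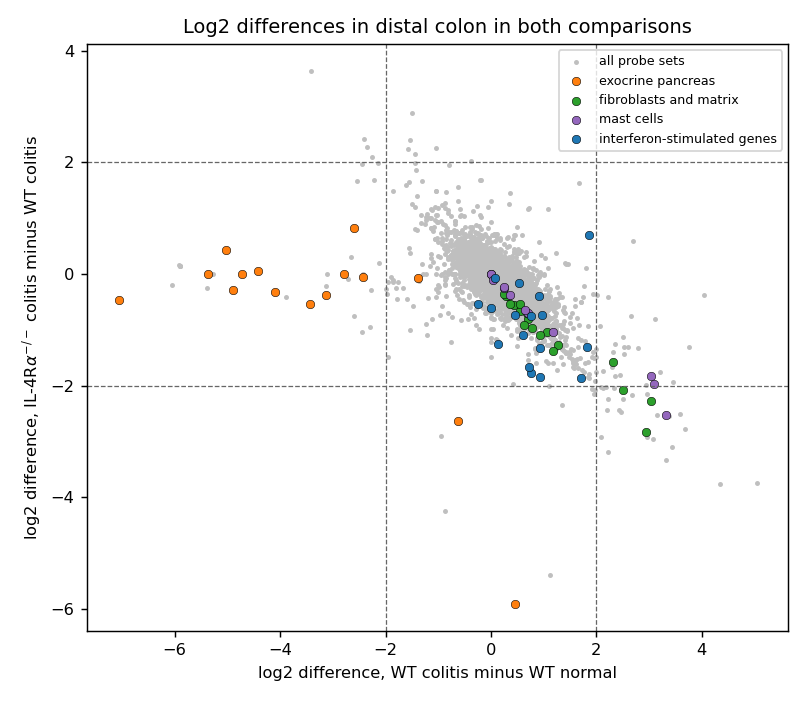
Log2 difference between WT colitis and WT normal (x axis) and between IL-4Rα-/- colitis and WT colitis (y axis) for each probe set, with 4 gene groups in colour and dashed lines at 2 and -2, the 4-fold threshold. Of the 15 exocrine pancreas genes, 13 lie to the left, down to -7.06 for Ctrb1, and Pnliprp2 (0.46) and Clps (-0.62) lie near 0 on the x axis, while most matrix and mast cell genes that were higher in WT colitis lie below 0 on the y axis.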

The differential expression analysis using TAC showed that the expression level of 91 genes was altered by DSS treatment and 47 genes were differentially expressed between IL-4Rα-/- colitis and WT colitis mice (Figure 4A). 

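Compared with WT colitis, 10 probe sets were more than 4-fold higher in IL-4Rα-/- colitis and 36 were more than 4-fold lower. Of the 36 lower probe sets, 32 had been more than 2-fold higher in WT colitis than in WT normal, and of the 10 higher ones, 9 had been more than 2-fold lower. Among the 52 probe sets raised more than 4-fold in WT colitis, 32 were within 2-fold of WT normal in IL-4Rα-/- colitis and 4 were still more than 4-fold above it. Lrg1 was 1 gene that stayed high, with a log2 signal of 4.25 in WT normal, 7.37 in WT colitis and 6.56 in IL-4Rα-/- colitis. By contrast, Cemip, a hyaluronan-binding protein, had 3.57, 6.65 and 3.70. Past 4-fold in both comparisons and in opposite directions were 31 probe sets, 27 higher and 4 lower in WT colitis. Both comparisons use the WT colitis array, so part of this overlap may come from that array alone. With quantile normalization, 14 probe sets were more than 4-fold higher and 29 lower. With an offset of 32, which shrinks differences of dim probe sets, 3 were higher and 12 lower, and 8 were past 4-fold in opposite directions.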

Among 47 genes, 10 genes were upregulated and 37 genes were downregulated in IL-4Rα-/- colitis mice compared with WT colitis mice. Furthermore, the top 10 upregulated and downregulated genes in IL-4Rα-/- colitis mice compared to WT colitis mice were shown in the heat map (Figure 4B). 

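The largest increase in IL-4Rα-/- colitis over WT colitis was that of Tgm3, with a log2 signal of 5.07 in WT colitis and 8.71 in IL-4Rα-/- colitis, 12.5-fold higher. It was followed by Nox1, then by Atp12a (5.31-fold), Ceacam10, an adhesion molecule (5.24-fold), Eno3, an enolase (4.82-fold), Muc1, a transmembrane mucin (4.79-fold), Spink1, a trypsin inhibitor (4.72-fold), an unnamed probe set (at least 4.41-fold), Sval1 (4.29-fold) and Slc37a2, a sugar phosphate transporter (4.06-fold). Wfdc2 was 3.97-fold and Cbr2 3.63-fold higher. Atp12a, Eno3, Tgm3 and Sval1 in IL-4Rα-/- colitis were within 0.23 of their log2 signal in WT normal, whereas Nox1, Muc1 and Slc37a2 were more than 2-fold above it.
The largest measured decrease was that of Pnliprp2, a pancreatic lipase-related protein, from a log2 signal of 9.12 in WT colitis to 3.21 in IL-4Rα-/- colitis, which is at background, so at least 60.1-fold. Itln1, the lectin intelectin, went from 10.53 to 5.14 (41.9-fold), Ang4, an antimicrobial ribonuclease, from 8.63 to 4.39 (18.9-fold), and Pla2g4c, a phospholipase, from 6.68 to 3.78 (at least 7.46-fold). These 4 genes had high signals in WT normal as well, 8.66, 9.41, 9.50 and 7.62. Lcn2 had a different profile, since it was low in WT normal and 13.5-fold lower in IL-4Rα-/- colitis than in WT colitis. Igkv19-93, an immunoglobulin light chain segment, was 9.06-fold lower on its brighter probe set, but its other probe set had a log2 difference of -0.36. Among probe sets with 1 gene symbol, Cemip (at least 7.73-fold), Ereg, an epidermal growth factor receptor ligand (7.57-fold), Mmp10 (7.06-fold) and Saa3 (6.82-fold) were also among the 10 largest decreases.

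**Figure D2:**
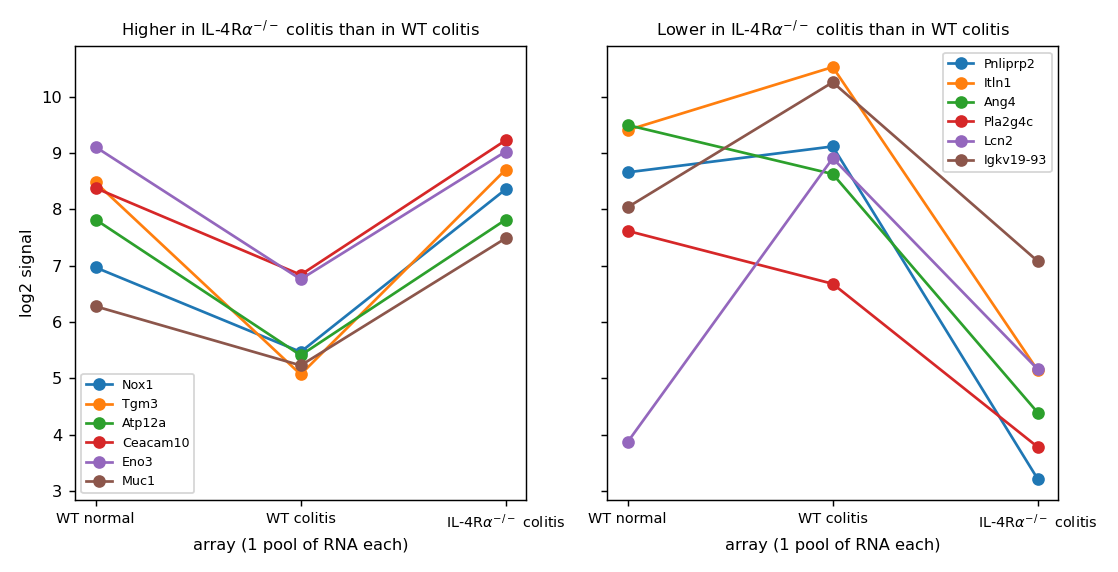
Log2 signal of 12 genes named in Figure 4B on the WT normal, WT colitis and IL-4Rα-/- colitis arrays, 1 point per array, with lines joining the points of a gene. Nox1 had 6.97, 5.47 and 8.36, and Pnliprp2 had 8.66, 9.12 and 3.21.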

To determine the biological significance of these genes, we performed GeneSpring and IPA. However, GeneSpring and IPA did not show any significant canonical pathway. Thus, among the differentially expressed genes, we focused on *Nox1* expression because NOX1 has been reported to contribute to the maintenance of intestinal homeostasis (Lambeth and Neish, 2014). 

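Gene groups were compared between IL-4Rα-/- colitis and WT colitis on 40 lists fixed before the data were examined. The genes of Figure 4B had been seen by then, and some lists include them. Of 20 genes of fibroblasts and matrix, 8 were more than 2-fold lower and 0 higher in IL-4Rα-/- colitis, with a median log2 difference of -0.86. Of 17 interferon-stimulated genes, 8 were more than 2-fold lower and 0 higher, with a median of -0.76. Among them, Ifit3 was 3.66-fold, Oas2 3.58-fold, Rsad2 3.41-fold and Usp18 3.16-fold lower. Among 22 neutrophil chemoattractants and acute inflammatory mediators, 6 were more than 2-fold lower, whereas Nos2, inducible nitric oxide synthase, was 3.07-fold higher. The 6 included Ptgs2, cyclooxygenase 2 (5.10-fold), and Cxcl2 (log2 signal of 4.05 in WT colitis and 2.30 in IL-4Rα-/- colitis). Of 22 neutrophil markers, 3 were more than 2-fold lower and Cd177 was 3.89-fold higher. The 3 were Chil1 (at least 4.14-fold), S100a8 (log2 signal of 4.27 in WT colitis and 2.58 in IL-4Rα-/- colitis) and Mmp9 (4.58 and 3.50). Most of the 22 had a log2 signal below 4 on every array, so the list says little about neutrophil numbers. Cd177, unlike most of the list, already had a high signal in WT normal (7.94). Among 11 mast cell genes, 4 were more than 2-fold lower and 0 higher. Of 21 genes induced by IL-4 and IL-13, 6 were more than 2-fold lower and 0 higher, among them Itln1, Ang4 and the mast cell proteases Mcpt1 and Mcpt2.
Of 24 genes of absorptive colonocytes, 4 were more than 2-fold higher in IL-4Rα-/- colitis and 0 lower. They were Aqp8 (3.12-fold), Aqp4 (2.35-fold), and Atp12a and Slc37a2, which Figure 4B had already singled out from these arrays. Of 22 epithelial antimicrobial and acute-phase proteins, 5 were higher and 5 lower. In 21 genes of tight and adherens junctions, 21 proliferation genes and 13 genes of crypt stem and progenitor cells, 0 passed 2-fold in either direction. For 9 lists, the median lay below those of all 10000 random lists matched on mean expression: besides matrix and interferon, these were acute mediators (-0.655), mast cells (-0.64), endothelium (-0.56), genes induced by IL-4 and IL-13 (-0.44), B cells (-0.43), squamous epithelium (-0.28) and neutrophil markers (-0.23). The medians of lists for several cell types were thus lower together, but in some of them few genes passed 2-fold. Lower by more than 2-fold were 1 of 14 B cell genes, 1 of 11 endothelial genes and 3 of 18 genes of squamous epithelium. Proliferation genes lay above all random lists with a median of 0.20. Most random lists, however, had a median of 0 because nearly all genes differed little or not at all between arrays. With an offset of 32 the medians of these lists shrank, to -0.71 for matrix, -0.45 for interferon, -0.33 for endothelium, -0.20 for B cells, -0.18 for mast cells, -0.14 for acute mediators, -0.13 for genes induced by IL-4 and IL-13, -0.054 for squamous epithelium and -0.040 for neutrophil markers.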

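Nox1, the catalytic subunit of an epithelial NADPH oxidase that generates ROS, had a log2 signal of 6.97 in WT normal, 5.47 in WT colitis and 8.36 in IL-4Rα-/- colitis. It was 2.83-fold lower in WT colitis than in WT normal. In IL-4Rα-/- colitis it was 7.41-fold higher than in WT colitis, ranking 2 among the increases, and its log2 signal was 1.39 above that of WT normal. Of 15 measured NADPH oxidase subunits, 2 were more than 2-fold higher in IL-4Rα-/- colitis than in WT colitis and 0 lower, the other being Duoxa2, a maturation factor of dual oxidase, at 2.38-fold. Its partner Duox2 was 1.61-fold higher. Cybb, the catalytic subunit of the phagocyte oxidase, had a log2 difference of -0.50 and Rac2 of -0.51. Of 21 antioxidant enzymes, 2 were more than 2-fold lower and 0 higher, Sod3, the extracellular superoxide dismutase (3.76-fold), and Gpx3, a glutathione peroxidase (3.27-fold). The rank of Nox1 was 2 under each of the 5 alternative settings tried, but only quantile normalization and the offset could have changed it. Centring each array on its median shifts all differences equally. The filters on dim probe sets keep both Nox1 and Tgm3, the only gene ranked above it. The paper chose Nox1 from among the differentially expressed genes because of its reported role in intestinal homeostasis.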

To verify the transcriptome analysis results, we conducted qPCR to measure the mRNA expression level of *Nox1* in colitis mice. Consistent with the transcriptome analysis result, the qPCR analysis results showed that the *Nox1* mRNA expression in the colons of IL-4Rα-/- colitis mice was significantly higher than that in the colons of WT colitis mice (Figure 5A; 0.21 ± 0.04 in WT colitis, 2.00 ± 0.26 in IL-4Rα-/- colitis; *p* < 0.05). Furthermore, the depletion of IL-4Rα resulted in significant 4.2-fold increase in the mRNA expression level of *Nox1* in the colons of normal mice (Figure 5A; 0.85 ± 0.07 in WT normal, 3.53 ± 0.71 in IL-4Rα-/- normal; *p* < 0.05). To evaluate the contribution of IL-4Rα to NOX1 activity, we measured ROS production in the colonic tissues of mice. The production of ROS was significantly increased in the colons of IL-4Rα-/- normal mice compared with WT normal mice (Figure 5B; 0.7 × 10^8^ ± 0.1 × 10^8^ RLU/mg protein in WT normal, 9.8 × 10^8^ ± 0.8 × 10^8^ RLU/mg protein in IL-4Rα-/- colitis; *p* < 0.05). We also observed significant increase in the production of ROS in the colons of IL-4Rα-/- colitis mice compared to WT colitis mice, (Figure 5B; 0.8 × 10^8^ ± 0.1 × 10^8^ RLU/mg protein in WT colitis, 10.3 × 10^8^ ± 3.2 × 10^8^ RLU/mg protein in IL-4Rα-/- colitis; *p* < 0.01). These findings indicate that IL-4Rα deficiency enhances ROS production in the colonic mucosa through the upregulation of NOX1 expression.

**FIGURE 4:**
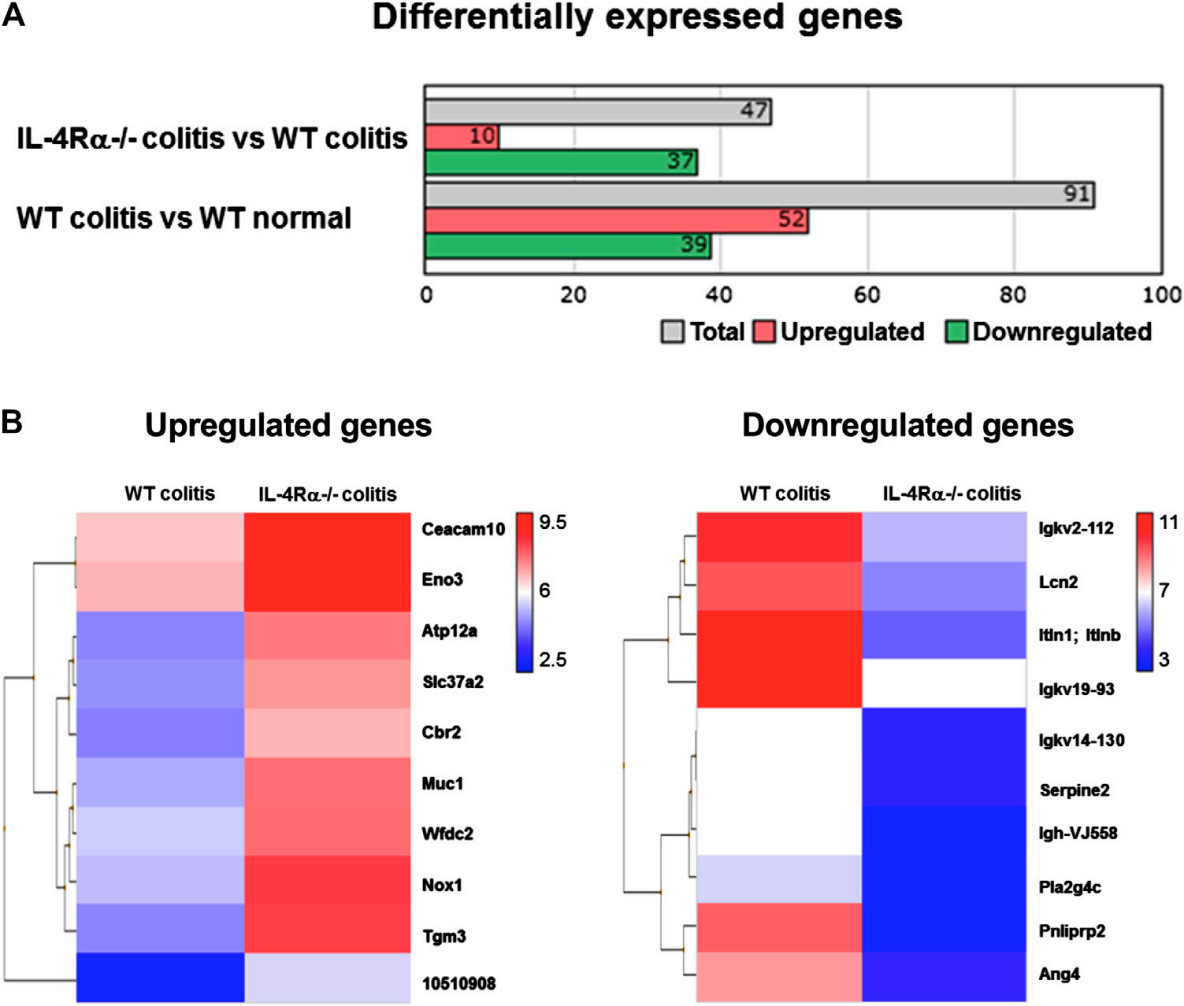
Transcriptomic analysis shows that IL-4Rα-/- mice exhibit a high level of *Nox1* mRNA expression in DSS-induced colitis model. Microarray data sets of WT normal, WT colitis (day 7) and IL-4Rα-/- colitis (day 7) mice are analyzed using Transcriptomic Analysis Console (TAC) Software. **(A)** Differentially expressed genes whose expression levels are more than four-fold or less than quarter in comparison between IL-4Rα-/- colitis and WT colitis or WT colitis and WT normal. **(B)** Heat map shows top 10 upregulated (left) and downregulated (right) in IL-4Rα-/- colitis mice compared with WT colitis mice. The color range represents log2-transformed fold changes. Each row corresponds to each gene, and each column corresponds to each group. Genes were sorted using hierarchical clustering based on Euclidean distance and average linkage, as shown in the dendrogram on the left side of the heatmap. The 10 gene names are displayed on the right side of the heatmap.

**FIGURE 5:**
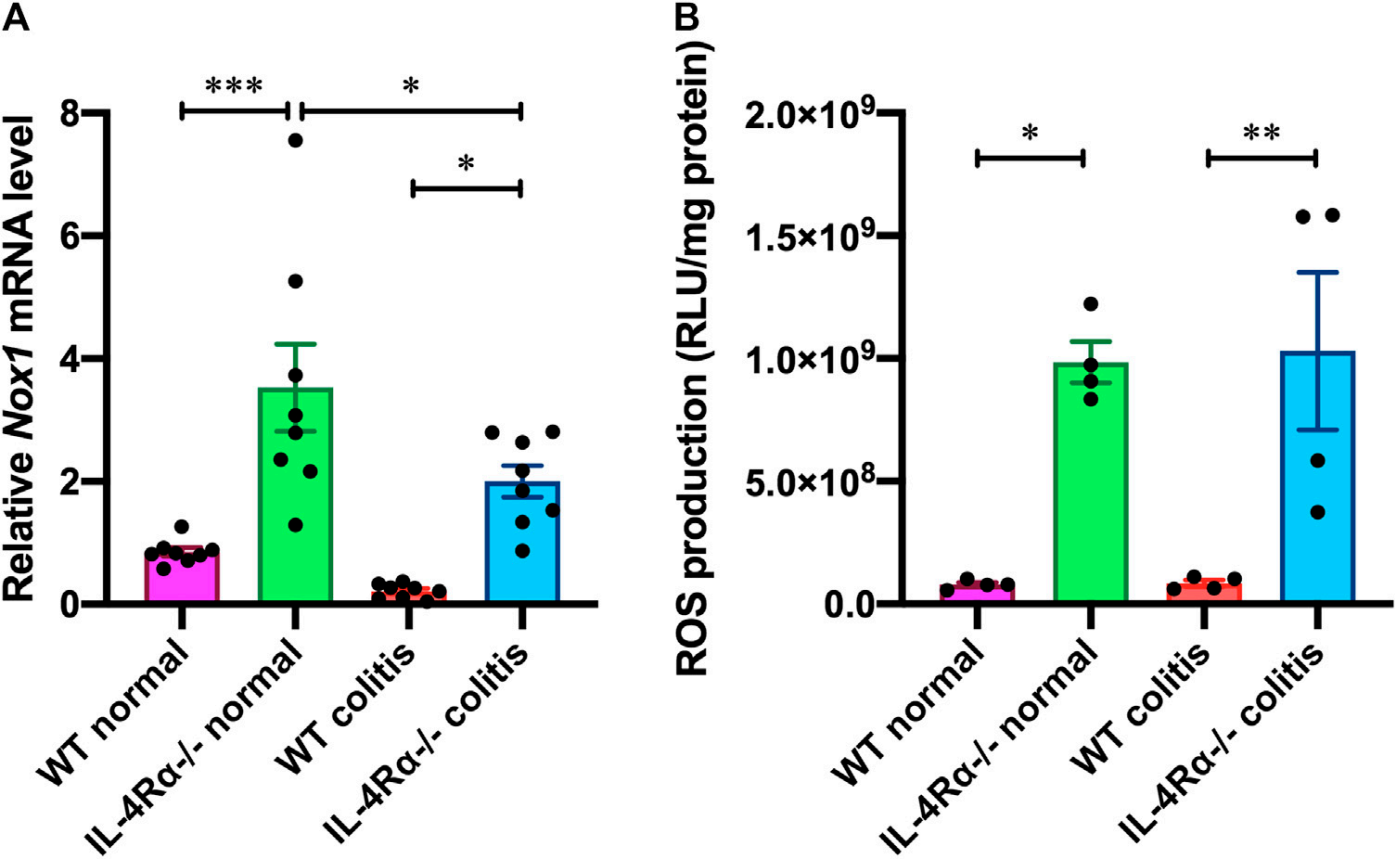
IL-4Rα deficiency increases NOX1-dependent ROS production in the colon of mouse. **(A)** The mRNA expression level of *Nox1* in the colons of WT and IL-4Rα-/- mice. The data are presented as the mean ± SEM values for eight mice. *p < 0.05; ***p < 0.001. **(B)** ROS production (RLU, relative luminescence units) in the colons of WT and IL-4Rα-/- mice. The data are presented as the mean ± SEM values for four mice and are representative of one of two independent experiments. *p < 0.05; **p < 0.01.

### IL-4Rα Deficiency Enhances Intestinal Barrier Function *in Vivo*

We measured the level of 4 kDa FITC-dextran in the plasma to investigate intestinal permeability in the colons of mice. The FITC-dextran level in the plasma of WT colitis mice was significantly elevated on day 7 (Figure 6). The elevated FITC-dextran level was markedly decreased in the IL-4Rα-/- colitis mice (Figure 6; 673.9 ± 42.1 pg/ml in WT colitis, 204.0 ± 41.5 pg/ml in IL-4Rα-/- colitis; *p* < 0.001). Interestingly, the level of plasma FITC-dextran was significantly lower in IL-4Rα-/- normal mice than in WT normal mice (Figure 6; 420.6 ± 93.6 pg/ml in WT normal; 177.3 ± 44.8 pg/ml in IL-4Rα-/- normal; *p* < 0.05).

**FIGURE 6:**
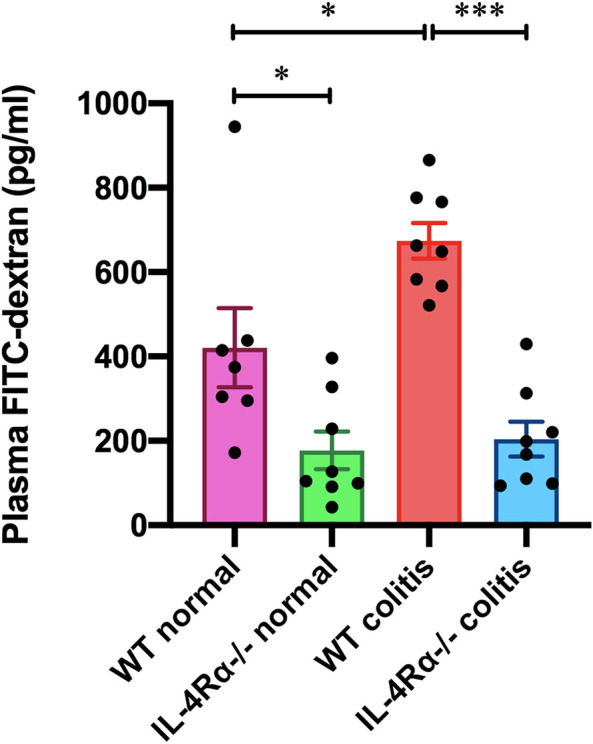
IL-4Rα deficiency enhances intestinal barrier function *in vivo*. The concentration of FITC-dextran in the plasma of WT and IL-4Rα-/- mice is shown. Plasma samples were collected from WT and IL-4Rα-/- mice on day 0 (normal) or day 7 (colitis) after initiation of DSS treatment. The data are presented as the mean ± SEM values for seven to eight mice. *p < 0.05; ***p < 0.001.

## Discussion

Our results indicate that the development of DSS-induced colitis is alleviated in IL-4Rα-/- mice through enhancement of NOX1-derived ROS production in the colon.

IBD is a chronic inflammatory disorder of the intestine comprising Crohn’s disease and UC (Kaser et al., 2010). Genetic, clinical and experimental studies have shown that IBD is a multifactorial disease in which a genetically inadequate host response to environmental factors leads to a breakdown of the intestinal mucosal barrier (Maloy and Powrie, 2011). Maintenance of the intestinal mucosal barrier is mediated by a tissue-specialized cellular network via the signaling pathways of various cytokine receptors (Friedrich et al., 2019). Breakdown of the cellular network regulated by cytokines and their receptors is recognized as the pathogenic mechanism underlying disorders of chronic intestinal inflammation, such as IBD. Indeed, many IBD risk loci have been found in regions of genes encoding cytokines or their downstream signaling mediators (Liu et al., 2015). An IL-13-dependent abnormal Th2 cell response has been observed in the colonic mucosa of IBD patients (Heller et al., 2005). IL-4 and IL-13 have also been reported to play critical pathogenic roles in animal models of colitis (Mizoguchi et al., 1999; Heller et al., 2002). IL-4Rα was strongly expressed in the colonic tumors of murine colitis-associated cancer (CAC) model in WT mice, and the number and size of colonic tumors were significantly reduced in IL-4Rα-/- CAC mice through the suppression of epithelial tumor proliferation due to lack of IL-4Rα-/- signaling, however there was no information about the inflammation in this previous study (Koller et al., 2010). Although the involvement of IL-4Rα in the disruption of epithelial barrier function in IBD patients has been suggested (Heller et al., 2005), no direct evidence has revealed the role of IL-4Rα in mediating intestinal inflammation.

To investigate the role of IL-4Rα in the intestinal mucosal inflammation, we used a model of DSS-induced colitis. Mice deficient in IL-4Rα exhibited obvious amelioration of symptoms of DSS-induced colitis such as diarrhea, rectal bleeding, colon shortening, and destruction of the colonic mucosal structure. In addition, DSS-induced neutrophil infiltration in the colonic mucosa was decreased in IL-4Rα-/- mice. Neutrophil infiltration in the mucosa is mediated by specific chemoattractants such as CXCL1, CXCL2 (also known as macrophage inflammatory protein 2; MIP2) and CXCL8 (Farooq et al., 2009). Notably, CXCL2-overexpressing transgenic mice showed that the increased number of MPO-positive neutrophils in the colonic lamina propria of normal and DSS-treated mice (Ohtsuka and Sanderson, 2003). Intestinal mucosal neutrophils, which infiltrate the inflamed mucosa of IBD patients and animals in experimental colitis models, produce various cytokines that trigger further inflammatory responses (Baumgart and Carding, 2007). Among these cytokines, IL-1β exhibits increased production in the model of DSS-induced colitis (Melgar et al., 2005; Hayashi et al., 2017). We previously reported that the expression level of IL-1β in the colonic mucosa was positively correlated with the disease severity of DSS-induced colitis in mice (Hayashi et al., 2017). Furthermore, IL-1β secreted from infiltrated neutrophils in the colonic mucosa contributes to the pathogenesis of colitis (Wang et al., 2014). In the present study, the infiltration of neutrophils and the upregulation of CXCL2 and IL-1β observed in colonic tissues of colitis mice were significantly suppressed in the IL-4Rα-/- mice. These findings strongly demonstrate that IL-4Rα-/- mice exhibit reduced susceptibility to inflammatory responses in the intestine.

We also measured *Il-4* and *Il-13* mRNA expression in the colonic tissues of normal and colitis mice (Supplementary Figure S3). The mRNA expression of *Il-4* was significantly lower in IL-4Rα-/- colitis mice than in WT colitis mice. IL-4 deficient mice have been reported to show amelioration of DSS-induced colitis (Stevceva et al., 2001), suggesting the pathogenic role of IL-4 in DSS-induced colitis model. However, the roles of IL-4 in DSS-induced colitis model are still controversial because protective roles of IL-4 have been also reported (Kim and Chung, 2013). In the present study, there was no difference in *Il-4* mRNA expression between WT normal mice and WT colitis mice. Furthermore, the depletion of IL-4Rα resulted in 2.4-fold increase in mRNA expression level of *Il-13* in the colons of IL-4Rα-/- normal mice. Since IL-13 increases intestinal permeability dependent on IL-4Rα/STAT6 activation, elevated IL-13 in IL-4Rα-/- normal mice is assumed to have no effect on intestinal permeability due to lack of IL-4Rα in the present study. Although IL-4 and IL-13 are recognized as key cytokines for IL-4Rα-mediated mucosal barrier function (Groschwitz and Hogan, 2009), further detailed studies are required to understand the role of IL-4 and IL-13 in the intestinal mucosal barrier function *in vivo*.

Colonic tissues of IL-4Rα-/- mice exhibited high *Nox1* mRNA expression under both steady and inflammatory conditions. NOX1 is a NADPH oxidase, and is a major source of ROS in nonphagocytic cells (Lambeth and Neish, 2014). Recent studies have reported that NOX1-dependent ROS production in intestinal epithelial cells plays important roles in maintaining intestinal homeostasis (Lambeth and Neish, 2014). Defective ROS production due to mutations in the *NOX1* gene has been suggested to be associated with an increased risk of very early onset IBD (Hayes et al., 2015; Stenke et al., 2019). IL-10-deficient mice are well known as a model of spontaneous colitis (Kühn et al., 1993) because IL-10 secreted from intestinal macrophages plays a pivotal role in the regulation of intestinal homeostasis during host defense (Maloy and Powrie, 2011; Hayashi, 2020). Mice with combined deficiency of NOX1 and IL-10 exhibited colitis symptoms earlier than IL-10-deficient mice (Tréton et al., 2014). Furthermore, mutant mice that generate low intestinal levels of ROS developed more severe DSS-induced colitis than WT mice (Aviello et al., 2019). In the present study, we observed that deficiency of IL-4Rα enhanced the production of ROS in colonic tissues of normal mice. These findings suggest that IL-4Rα deficiency in mice enhances ROS generation due to upregulation of Nox1 expression in the colon, resulting in the suppression of colitis development. However, pathogenic roles of NOX1-derived ROS in colitis have also been reported. Administration of apocynin, an antioxidant and a nonselective NADPH inhibitor, suppressed the inflammatory response in a model of DSS- and tumor necrosis factor-α-induced colitis (Mouzaoui et al., 2014; Ramonaite et al., 2014). NOX1-deficient mice showed reduced susceptibility to trinitrobenzene sulfonic acid-induced colitis through downregulation of proinflammatory cytokine expression in macrophages (Yokota et al., 2017; Makhezer et al., 2019). These conflicting results in models of colitis using NOX1-deficient mice may be due to the differences in the colitis models and the responsible cells in which NOX1 functions.

Since NOX1 is highly expressed in intestinal epithelial cells (Szanto et al., 2005; Valente et al., 2008), epithelial NOX1-derived ROS have been reported to play pivotal roles in the control of intestinal epithelial integrity. Intestinal epithelial NOX1-derived ROS generation and subsequent ROS signaling have been demonstrated to orchestrate intestinal mucosal wound repair after injury (Leoni et al., 2013). ROS produced by epithelial NOX1 contribute to the proliferation and differentiation of colonic epithelial cells by modulating the PI3K/AKT/Wnt and Notch1 signaling pathways (Coant et al., 2010). Furthermore, NOX1-mediated cellular ROS production is required for collective migration of epithelial cells, because defective directional migration and altered cell-cell contact were observed in cells with loss of NOX1 function (Khoshnevisan et al., 2020). Intestinal epithelial cells cover the outermost surface of the mucosa and interface with the lamina propria to form the intestinal mucosal barrier (Quiros and Nusrat, 2019). Thus, NOX1-dependent ROS production in intestinal epithelial cells is considered an important property for maintaining intestinal barrier integrity. These findings led to the hypothesis that IL-4Rα mediates intestinal mucosal barrier function through the regulation of NOX1-dependent ROS production. To address this hypothesis, we evaluated intestinal barrier function in IL-4Rα-/- mice as assessed by intestinal permeability, because intestinal permeability is strongly related to intestinal mucosal barrier function (Luissint et al., 2016). IL-4Rα-/- mice showed a reduction in intestinal permeability to 4 kDa FITC-dextran, suggesting that the intestinal barrier function of IL-4Rα-/- mice may be strengthened by upregulation of NOX1-derived ROS production. However, further studies are needed to clarify the mechanism by which IL-4Rα signaling regulates NOX1 expression in intestinal epithelial cells.

Given the findings of our present study, we conclude that IL-4Rα deficiency enhances NOX1-dependent ROS production and intestinal mucosal barrier function, resulting in the suppression of colitis development. Although further detailed studies are required, the role of IL-4Rα in the intestinal inflammation revealed here may improve the understanding of the pathogenesis of refractory intestinal diseases such as IBD. Recently, sustained clinical remission has been recognized as an ideal therapeutic goal for IBD (Neurath and Travis, 2012). To achieve long-term remission, repairing injured mucosa and rebuilding the barrier integrity in the intestinal mucosa is required after induction of remission. Our findings may lead developing a novel therapeutic strategy aimed at maintaining remission in IBD through the regulation of ROS production mediated by IL-4Rα signaling.

## Data Availability Statement

The raw data supporting the conclusions of this manuscript will be made available by the authors, without undue reservation, to any qualified researcher.

## Author Contributions

AH and SH designed the research and analyzed the data; AH and YO performed experiments; TY provided technical support; AH and SH drafted the manuscript; All authors edited and reviewed the manuscript; and SH and MK acquired funding.

## Funding

This research was supported by JSPS KAKENHI grants JP17KK0166 and 18K06698 (SH) and JP20K07098 (MK) from the Ministry of Education, Culture, Sports, Science and Technology of Japan and by the Kobayashi Foundation (SH).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Interleukin-4 Receptor α Subunit Deficiency Alleviates Murine Intestinal Inflammation In Vivo Through the Enhancement of Intestinal Mucosal Barrier Function
**Source:** Front Pharmacol. 2020 Oct 28;11:573470. doi: 10.3389/fphar.2020.573470
**Supplement:** Supplementary file 1

Supplementary Material

**Supplementary Method**

**Genotyping**

To determine genotyping of littermates, PCR was performed using primer pairs specific for exon 7 and the *neo* gene in a single reaction according to the previous report (Noben-Trauth et al., 1997). DNA was extracted from the tails of mice using DirectPCR Lysis Reagent (Viagen Biotech, Los Angeles, CA, USA) according to the manufacturer’s instructions. PCR amplification was performed using MightyAmp DNA polymerase (Takara Bio). The PCR conditions were as follows: initial denaturation at 98°C for 2 minutes, followed by 25 cycles of amplification (98°C for 10 seconds, 60°C for 15 seconds and 68°C for 1 minute). A portion of the PCR mixture was electrophoresed on 2% agarose gel containing 0.1% ethidium bromide in Tris-borate-EDTA buffer and photographed.

**RNA extraction and quantitative real-time PCR (qPCR)**

The mRNA expression levels of *Il-4rα*, *Il-4* and *Il-13* were measured in mouse colon samples as described previously (Hayashi et al., 2017). Target mRNA levels were normalized to those of *Gapdh* as the internal control in each sample. The results are expressed as ratios relative to the average for the control group. The primer sequences are shown in Supplementary Table.

**Supplementary Table. Primer sequences for qPCR**

|  | **Primer sequence, 5’-3’** | |
| --- | --- | --- |
| **Gene** | **Forward** | **Reverse** |
| *Gapdh* | TGACCACAGTCCATGCCATC | GACGGACACATTGGGGGTAG |
| *Cxcl2* | ACCCCACTGCGCCCAGACAGAA | AGCAGCCCAGGCTCCTCCTTTCC |
| *Il-1β* | CTGTGTCTTTCCCGTGGACC | CAGCTCATATGGGTCCGACA |
| *Il-4* | GGTCTCAACCCCCAGCTAGT | GCCGATGATCTCTCTCAAGTGAT |
| *Il-13* | GGATATTGCATGGCCTCTGTAAC | AACAGTTGCTTTGTGTAGCTGA |
| *Il-4rα* | ACGTGGTACAACCACTTCCA | TGGCTTCGGGTCTGCTTATC |
| *Nox-1* | AGTAGGTGTGCATATGGGTGT | ACCAGCCAGTTTCCCATTGT |

## Supplementary Figures

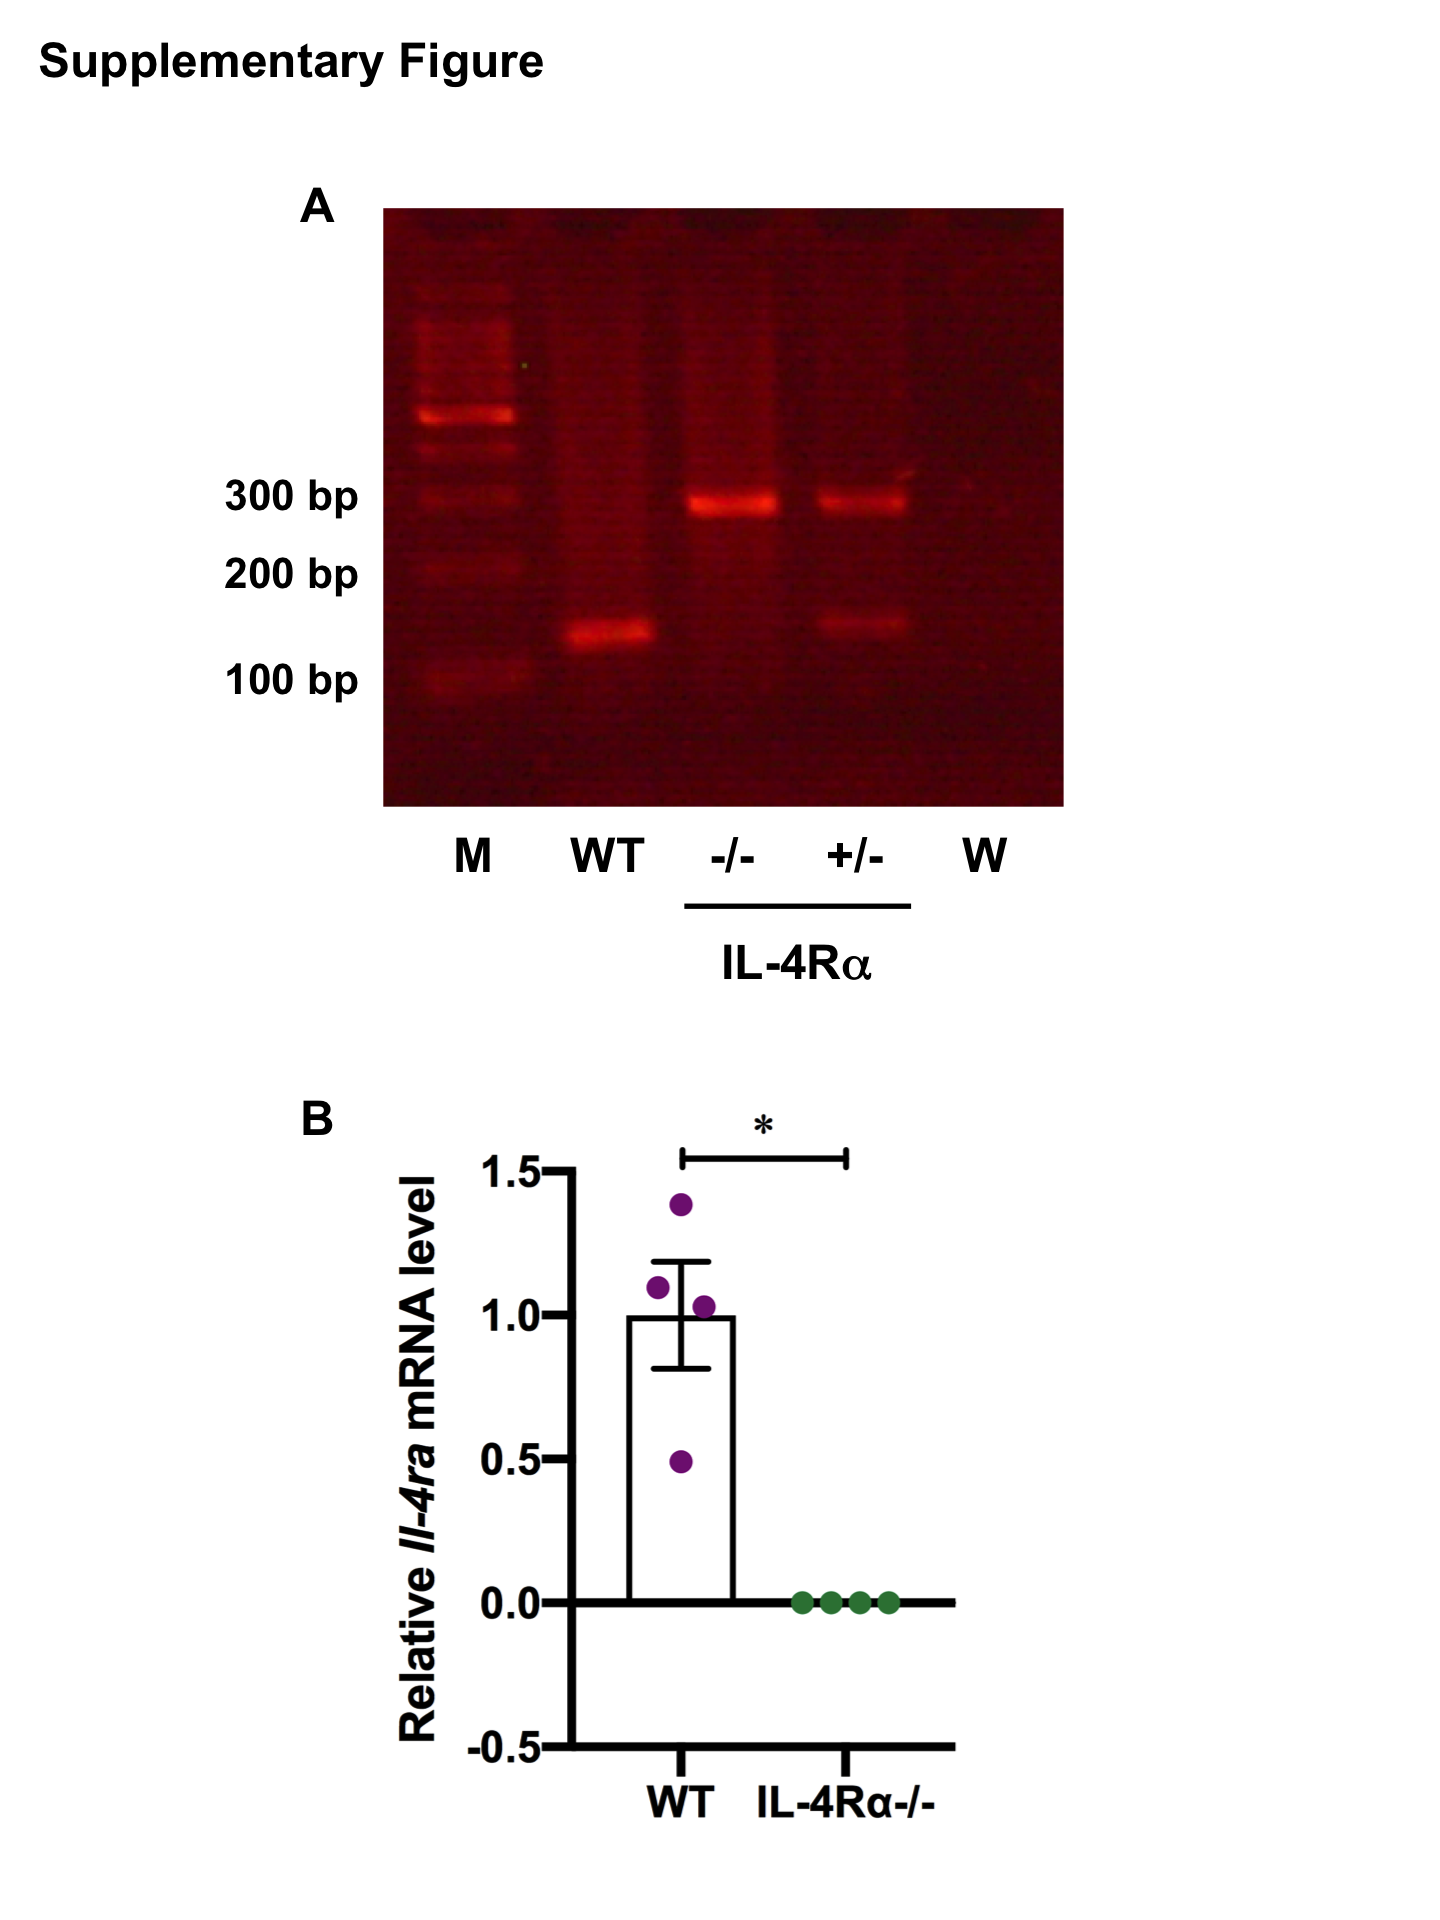

**Supplementary Figure 1.** (A) Representative images of genotyping are shown. PCR products reveal a 125 bp band in WT mice, a 280 bp band in IL-4Rα-/- mice, and 125 bp and 280 bp bands in IL-4Rα-hetero-deficient (IL-4Rα+/-) mice. Water (W) was amplified as negative control template. M, molecular mass markers. (B) The mRNA expression level of *Il-4rα* in the colons of WT and IL-4Rα-/- normal mice. The data are presented as the mean ± SEM values for 4 mice. *p<0.05.

**Supplementary Figure 2.** (A) Representative images of isotype control IgG staining for MPO antibody are shown. The scale bar represents 100 µm.

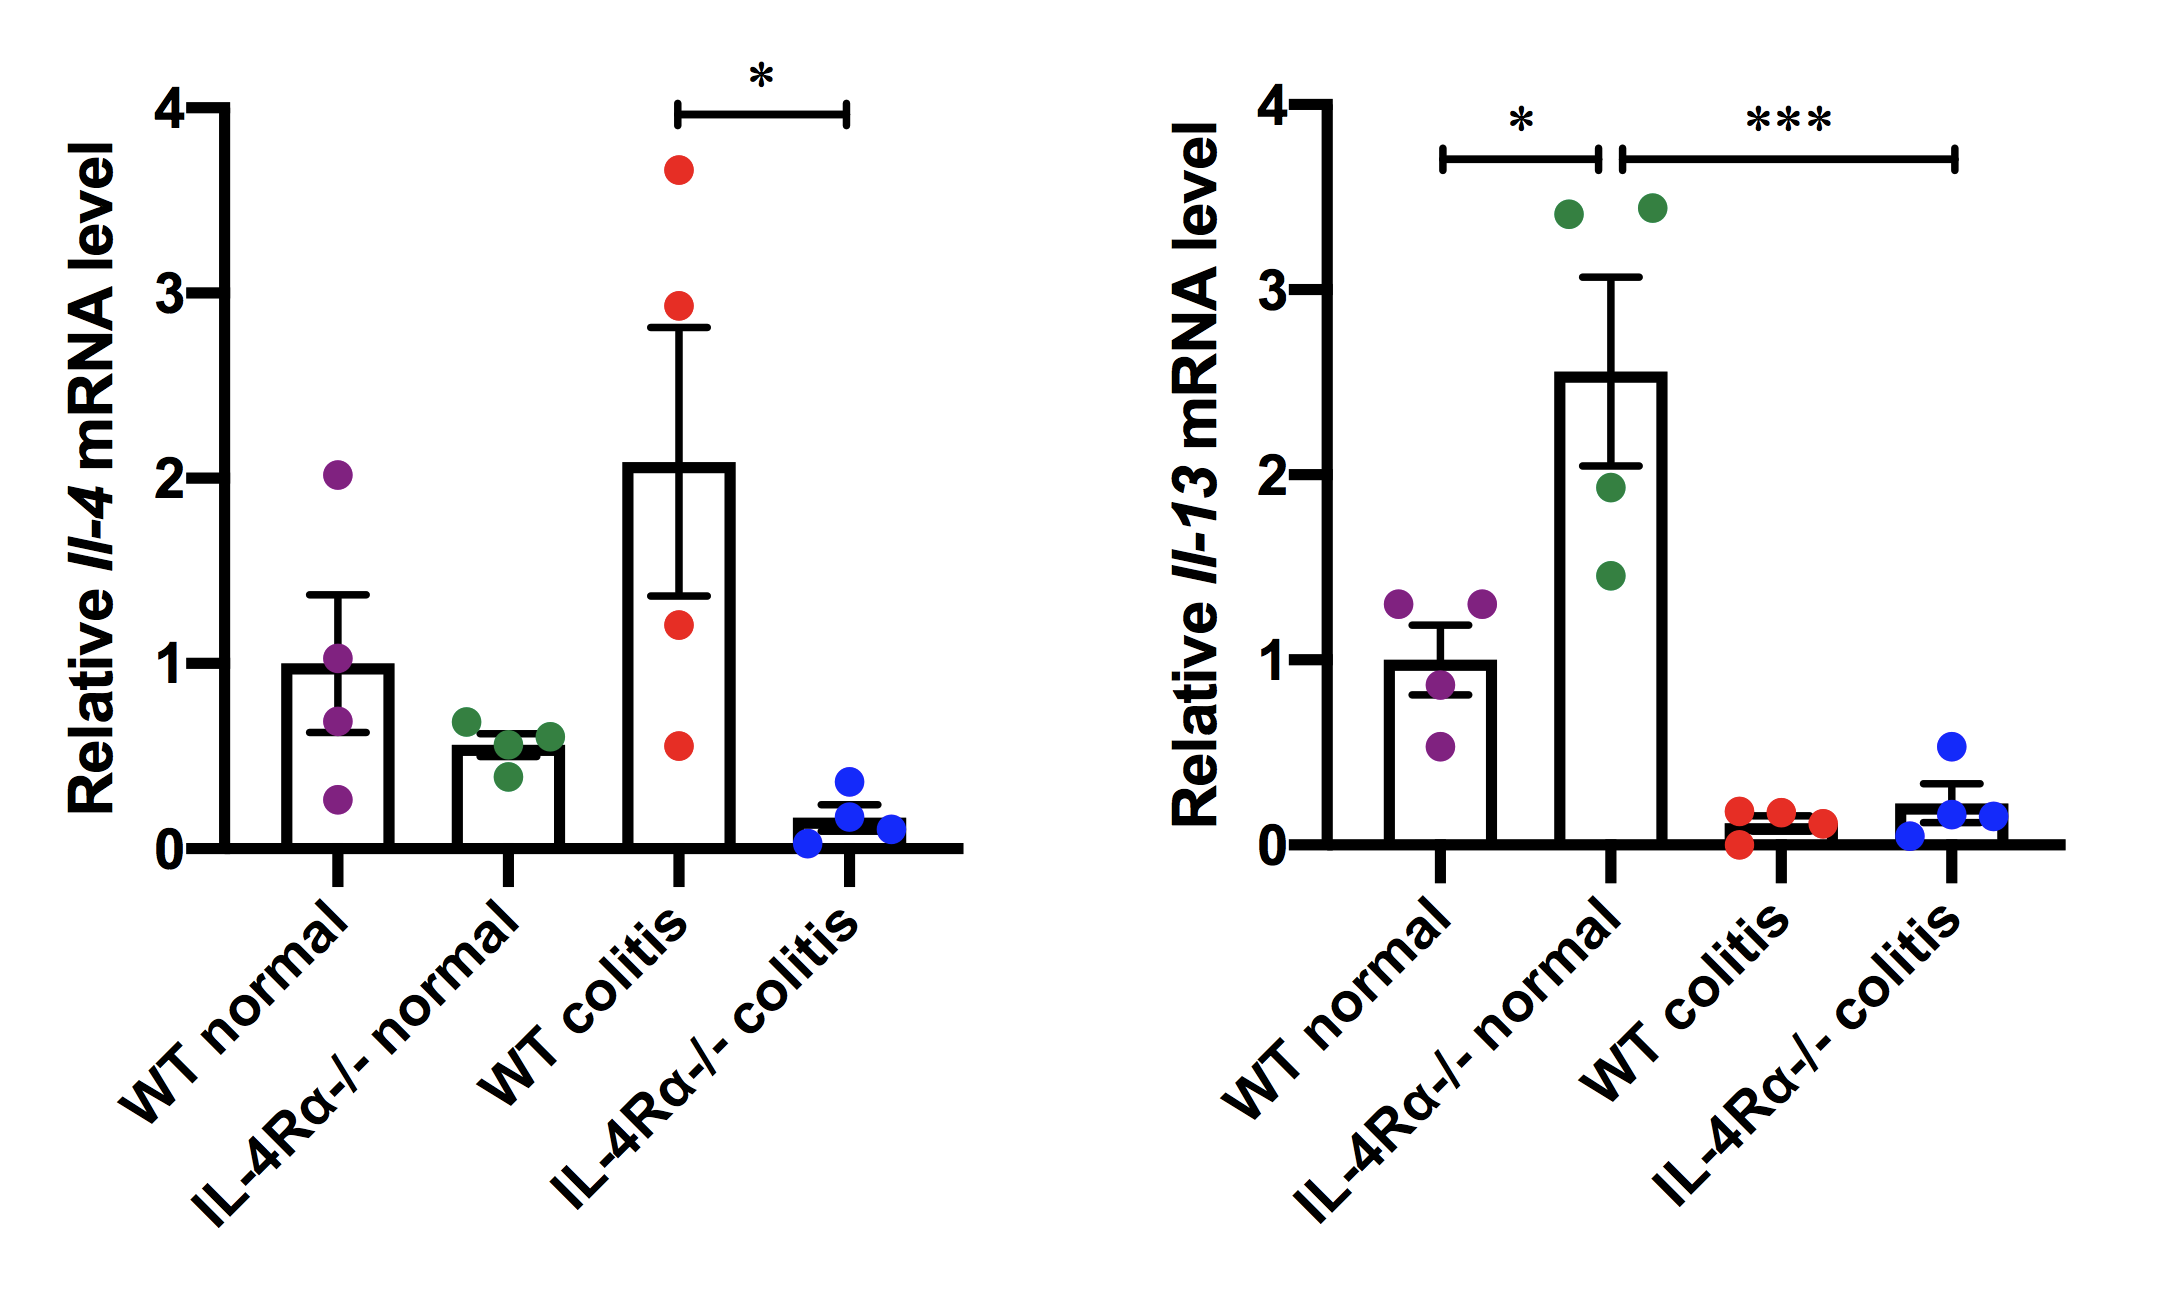

**Supplementary Figure 3.** DSS-induced changes in the mRNA expression level of *Il-4* and *Il-13* in the colons of WT and IL-4Rα-/- mice. The data are presented as the mean ± SEM values for 4 mice. *p<0.05; **p<0.01; ***p<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

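Colonic gene expression was measured on 3 arrays (GeneChip Mouse Gene 1.0 ST) of RNA pooled from 4 WT normal mice, 3 WT colitis mice and 6 IL-4Rα-/- colitis mice, and the sample labels listed body weight, disease activity index and colon length of each pooled mouse. These values had been seen in the labels before their tests were chosen. The authors deposited log2 signals with 2 decimals for 28944 probe sets, summarised over probes and brought to a common scale. The methods describe median-centred, log2-transformed levels for the heat map, but the deposited log2 values were not centred on 0, and the summary and normalization method is not given in the sources used here.

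From the deposited values, log2 differences were computed for WT colitis minus WT normal, IL-4Rα-/- colitis minus WT colitis and, as a comparison the paper does not make, IL-4Rα-/- colitis minus WT normal. With 1 array per group, no significance test of expression was run between groups, and no p-value is given for expression. Probe sets with a log2 difference above 2 or below -2 were counted, which is the 4-fold threshold of the legend of Figure 4. Symbols came from the platform annotation, and 21698 of the 21789 probe sets with 1 symbol were matched to RefSeq genes by gene number. For a gene with several probe sets, the one with the highest mean over the 3 arrays was used. No genome coordinates are given, because no build is named for the array values.

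The genes named in the text followed a rule set before the data were examined: the 10 largest increases and the 10 largest decreases past 4-fold among single-symbol probe sets in each of the paper's comparisons, each gene of Figure 4B, genes named in the text of the paper, Il4ra as the check of the genotype, and up to 4 members of each list with the largest differences. The genes of Figure 4B had been seen in the figure before this rule was written. The 40 gene lists were set together with this rule. A list was described by its median, by the members more than 2-fold higher or lower, and by the percentile of its median among 10000 random lists matched on mean expression in 20 bins. In the pooled mice, WT colitis and IL-4Rα-/- colitis were compared by two-sided exact permutation tests of the difference in means over 84 regroupings.

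Of all probe sets, 13576 (46.9%) had the same value on all 3 arrays. For that reason 2 planned quantities could not be used as planned. The robust spread of all differences, intended as the measure of whether a list or gene moved between settings, was 0, and it was replaced by 1.4826 times the median absolute deviation over probe sets whose 3 values were not all equal. The noise of the simulation of 3 unchanged arrays, planned from the same spread, was 0 in 17 of 20 expression bins, and it was also run with the SD in each bin, with normally distributed noise. With either noise, the simulated arrays had a mean of 0 probe sets past 4-fold even in 1 comparison, so the simulation could not reach the criterion and nothing is concluded from it. The overlap expected of independent lists is not used either, because both comparisons share the WT colitis array. Both replacements were chosen after the data had been seen, as was the use of olfactory and vomeronasal receptors as a guide to background. Separate lists made up of the genes of Figure 4B and of genes named in the text of the paper were given no list statistics, also after the data had been seen, because Figure 4B was picked from these arrays. Genes of Figure 4B that belong to other lists stayed in them, among them Nox1, Atp12a, Slc37a2, Itln1 and Ang4, so the counts of those lists include genes the paper had already singled out. The pancreatic genes left out in 1 alternative combined the list fixed beforehand with genes added after they had been seen among the decreases.

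The alternatives were quantile normalization, centring each array on its median, 2 filters on dim probe sets (at the median and at the 25th percentile of all values), an offset of 32 on the linear scale, probe sets with 1 symbol, distinct symbols, the mean of a gene's probe sets, and leaving out each pooled mouse. The counting and list steps were tested on simulated data. In a simulated comparison of WT colitis with WT normal over 28944 probe sets, all 50 probe sets changed by 2.5 and all 50 changed by 4 on the log2 scale were counted, 2 of 50 changed by 1.5 were counted, and 0 unchanged ones were. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9.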

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

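The tests of severity, of pancreas in both WT pools, of goblet cells, of small intestinal tissue, of Paneth cells and of IL-4Rα signalling were chosen after the values concerned had been seen, and the test on further acinar genes was set before those genes were looked at.

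Transcripts of the exocrine pancreas were high on the WT normal array, and the list's median log2 difference was -3.44 for WT colitis minus WT normal and -4.37 for IL-4Rα-/- colitis minus WT normal, in genes the paper does not discuss. Loss in proportion to the severity of colitis is argued against, since the IL-4Rα-/- colitis pool, with the lower disease activity index, had the same low levels (median IL-4Rα-/- colitis minus WT colitis of -0.05 over 13 genes). Pancreatic tissue in the WT normal pool is a candidate explanation, but the test set for it beforehand did not come out as predicted: 7 further acinar genes had a median of -0.26, where -1 or lower had been predicted and -0.3 or higher was to count against it. The value was then read as excluding nothing either, a reading made only after it was seen, because 5 of the 7 were at or below the background level of 3.5 on each array and the miss is smaller than the spread between the genes (SD 0.446). The 2 others were named after their values were seen. Sycn had 12.33 in WT normal, 11.30 in WT colitis and 12.23 in IL-4Rα-/- colitis, unlike the pancreas list. It was thus high on both colitis arrays, where Ctrb1 was at background (3.49 and 3.03), so Sycn cannot report pancreatic tissue here. Gp2 had 4.92, 3.99 and 3.42, in the direction of the list, but 1 gene cannot decide the question. Pancreatic tissue and an effect of DSS itself cannot be told apart here, as both groups given DSS had low levels and only 1 array came from untreated mice.

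Pnliprp2, Itln1, Ang4, Pla2g4c and Clps, a group chosen after their values were seen, had high signals on both WT arrays and were more than 4-fold lower on the IL-4Rα-/- colitis array than on either. Pancreatic tissue in both WT pools is argued against as the source of Pnliprp2 and Clps, since the other 13 pancreatic genes were not high on both WT arrays, with a median WT colitis minus WT normal of -4.10. This test replaced a first one on IL-4Rα-/- colitis minus WT colitis, whose outcome the background level fixed, and the requirement of room to fall was also added after the values were seen. Fewer goblet cells are argued against as the whole cause (median IL-4Rα-/- colitis minus WT colitis of -0.14 over 15 genes, of which 13 had room to fall by 2), since this would need a fall of about the size seen in the 5 genes. Small intestinal tissue in the WT pools is argued against, since 7 of 16 small intestinal enterocyte genes were at or below background on both WT arrays, among them Fabp1 (2.02), Sis (2.53), Lct (2.82) and Apoa1 (3.31), where such tissue would bring them above it. These genes were named after their values were seen, and this test replaced one of a fall in IL-4Rα-/- colitis, for which most of the genes had no room. Paneth cells stay open: 5 genes had a median IL-4Rα-/- colitis minus WT colitis of -0.13, but only 2 of them had enough signal on the WT colitis array to fall by 2, Lyz1 (-0.79) and Pla2g2a (0.51). Loss of IL-4Rα signalling stays open as a hypothesis, without a positive test. Its test took 17 other genes induced by IL-4 and IL-13 and left out the mast cell proteases Mcpt1 and Mcpt2. The 17 genes had a median IL-4Rα-/- colitis minus WT normal of 0, where -1 or lower had been predicted, ranging from -1.92 for Retnla to 0.04. Mcpt1 and Mcpt2 went the other way, with 1.21 and 1.12 against WT normal, though they were lower than in WT colitis (-1.82 and -1.97). Some values go with loss of IL-4Rα signalling. The goblet cell genes Clca1 and Retnlb were lower than in WT normal (-1.21 and -0.95) and in WT colitis (-0.99 and -0.98). Ccl11, named after its value was seen, and Fcer2a were lower than in WT colitis (-1.59 and -1.12), where both had been higher than in WT normal. Genotype, its combination with DSS, and differences between single mice or pools cannot be told apart, because there was no array of untreated IL-4Rα-/- mice.

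In the pool of 6 IL-4Rα-/- colitis mice, 1 mouse had a disease activity index of 3 against 0 to 1 in the other 5, a gap of 0.667 of the whole range. This gap was past the critical value of 0.625, 1 of 5 combinations of measure and pool examined, which came from the same mice of 2 pools and are not independent. Between IL-4Rα-/- colitis and WT normal, a comparison the paper does not make, 52 probe sets were past 4-fold. In that comparison, lists at the ends of the distribution of random lists had medians of -0.825 for immediate early genes, -0.38 for adipose tissue, -0.36 for goblet cells, -0.27 for interferon-stimulated genes, -0.265 for smooth muscle, -0.19 for Paneth cells, -0.08 for fibroblasts and matrix, -0.06 for enteric neurons and glia, 0.09 for plasma cells and 0.16 for proliferation. Random lists had medians so close to 0 that even the smallest of these stood apart, and no replicate array bears on them.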

How the results depend on the processing

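The alternative without pancreatic genes, the inclusive threshold and the spread used for moved values were chosen after seeing the data. No paired analysis was possible because each group has 1 array. The counts past 4-fold stayed within 1.5 times under quantile normalization, centring, both filters on dim probe sets and counting by gene symbol. The offset of 32 lowered them, to 43 (22 higher, 21 lower) for WT colitis minus WT normal, 15 (3 higher, 12 lower) for IL-4Rα-/- colitis minus WT colitis, 28 for IL-4Rα-/- colitis minus WT normal and 8 in opposite directions, as it shrinks differences of dim probe sets by construction. Without pancreatic genes, 15 decreases remained in WT colitis and 26 probe sets for IL-4Rα-/- colitis minus WT normal. No called gene or list reversed its direction under any alternative in WT colitis minus WT normal or IL-4Rα-/- colitis minus WT colitis. For genes this says little. The filters leave a gene's values unchanged, the offset keeps the order of its signals, and centring shifts differences by only 0.07. Only quantile normalization could have reversed a called gene. Genes and lists of IL-4Rα-/- colitis minus WT normal were not examined under the alternatives. All 80 list medians moved by less than the spread of probe sets under quantile normalization, centring and the mean of a gene's probe sets. For centring this could not come out otherwise. It shifted WT colitis minus WT normal by -0.07 and IL-4Rα-/- colitis minus WT colitis by 0.07, against spreads of 0.18 and 0.15. The other settings changed the size of list medians, by their own construction for the filters and offset, and the offset moved 235 of 424 differences of named genes. With the filter at the median, the list of erythroid cells and blood gave no value. With probe sets whose highest signal on any array was at or above the median, so that a change can itself decide which are kept, list medians of WT colitis minus WT normal were 1.04 for neutrophil markers, 1.30 for neutrophil chemoattractants and acute inflammatory mediators, -0.27 for transmembrane mucins, 0.625 for tuft cells, 0.305 for small intestinal enterocytes, 0.27 for T cells, 3.06 for mast cells, 0.48 for enteric neurons and glia, -3.77 for exocrine pancreas and 0.93 for squamous (anorectal) epithelium. With probe sets whose highest signal on any array was at or above the median, so that a change can itself decide which are kept, list medians of IL-4Rα-/- colitis minus WT colitis were -0.995 for neutrophil markers, -0.865 for neutrophil chemoattractants and acute inflammatory mediators, -0.985 for IL-4 and IL-13 induced genes, -0.175 for IL-4 receptor pathway and type 2 cytokines, 0.25 for transmembrane mucins, -0.70 for tuft cells, -0.79 for Paneth cells, -0.42 for small intestinal enterocytes, -0.615 for B cells, -0.235 for T cells, -1.895 for mast cells, -0.665 for enteric neurons and glia, -0.93 for squamous (anorectal) epithelium, -0.37 for adipose tissue and -0.91 for interferon-stimulated genes. With the weaker filter on dim probe sets, list medians of WT colitis minus WT normal were 0.64 for neutrophil markers and -0.27 for transmembrane mucins. With the weaker filter on dim probe sets, list medians of IL-4Rα-/- colitis minus WT colitis were -0.60 for neutrophil markers, -0.84 for IL-4 and IL-13 induced genes and -0.79 for Paneth cells. With the offset of 32, list medians of WT colitis minus WT normal were 0.048 for neutrophil markers, 0.33 for neutrophil chemoattractants and acute inflammatory mediators, 0.24 for B cells, 0.18 for mast cells, 0.21 for endothelium, -1.78 for exocrine pancreas, 0.097 for squamous (anorectal) epithelium and 0.56 for interferon-stimulated genes. With the offset of 32, list medians of IL-4Rα-/- colitis minus WT colitis were -0.040 for neutrophil markers, -0.14 for neutrophil chemoattractants and acute inflammatory mediators, -0.13 for IL-4 and IL-13 induced genes, -0.038 for Paneth cells, -0.20 for B cells, -0.18 for mast cells, -0.71 for fibroblasts and matrix, -0.33 for endothelium, -0.10 for enteric neurons and glia, -0.054 for squamous (anorectal) epithelium and -0.45 for interferon-stimulated genes. Leaving out 1 pooled mouse at a time gave exact permutation p from 0.0179 to 0.0357 for body weight, 0.0179 to 0.0714 for disease activity index and 0.0179 to 0.0714 for colon length, with the direction kept. Signals near the background level limit the folds that can be seen.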

Differences from the paper's values

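The paper counts genes, and its numbers were met here only when probe sets were counted, 91 for DSS, 10 increases in IL-4Rα-/- colitis and, matching Figure 4A, 52 increases and 39 decreases in WT colitis. Counted by distinct gene symbol, there were 64 for DSS and 39 (9 higher, 30 lower) for IL-4Rα-/- colitis minus WT colitis. The paper's 37 decreases and 47 in all compare with 36 and 46 probe sets here, and including differences of exactly 4-fold at 2 decimals, a setting chosen after seeing the values, gives 37 and 47 but also 93 for DSS.

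Figure 4B shows the 10 largest increases and decreases. Of its named increases, 7 of 9 were past 4-fold, while Wfdc2 (log2 difference 1.99) and Cbr2 (1.86) ranked 11 and 15, and Spink1 (2.24) and Sval1 (2.10), which the figure does not show, ranked 7 and 9. Among its decreases, Pla2g4c ranked 12 (-2.90), behind Cemip (-2.95) and Ereg (-2.92), which the figure does not show, and Pnliprp2, Itln1, Ang4, Lcn2 and Igkv19-93 were among the 10 largest here as well. The other 4 decreases had no probe set with that single symbol here. In IL-4Rα-/- colitis the log2 signals of Pla2g4c (3.78) and Cemip (3.70) were below 4. Their differences are thus limited by background, and the order of Pla2g4c, Cemip and Ereg cannot be decided.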

Other observations

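IL-4Rα-/- colitis was not at the level of WT normal for all genes. Nos2 had a log2 signal of 3.63 in WT normal, 5.31 in WT colitis and 6.93 in IL-4Rα-/- colitis, and Ido1, an interferon-inducible tryptophan-degrading enzyme, had 6.17, 8.03 and 8.73. The antimicrobial lectins Reg3b (8.15, 9.23 and 10.39) and Reg3g (8.32, 9.04 and 10.22), the cytokine Il18 (5.94, 6.30 and 7.75) and Cd177 (7.94, 7.14 and 9.10) were highest in IL-4Rα-/- colitis. In all, 14 probe sets were more than 2-fold above both WT arrays in IL-4Rα-/- colitis, Nox1, Muc1 and Duoxa2 among them, and 18 were more than 2-fold below both, including Irf7 (8.56, 8.70 and 7.44) and Grp (6.61, 7.02 and 5.05). Reg3b, Reg3g, Il18, Irf7 and Grp were named after their values had been seen.

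Lists of other cell types and responses were also shifted upward as a whole in WT colitis against WT normal, with medians of 0.76 for interferon-stimulated genes (0.56 with an offset of 32), 0.475 for B cells (0.24), 0.42 for endothelium (0.21), 0.36 for neutrophil markers (0.048), 0.36 for squamous epithelium (0.097) and 0.28 for macrophages and monocytes (0.14), so the increases of matrix and mast cell genes were not confined to those cell types. Most genes of squamous epithelium and most neutrophil markers had a log2 signal below 4 on every array. Enteric neurons and glia had a median of 0.255. Other lists were shifted downward, with medians below those of all random lists. These were absorptive colonocytes (-0.215), colonic crypt stem and progenitor cells (-0.16), immediate early genes (-0.445) and exocrine pancreas (-3.44). Of 17 interferon-stimulated genes and 22 neutrophil markers, 3 each were more than 2-fold higher and 0 lower. In WT colitis, 3 of 18 genes of squamous epithelium were more than 2-fold higher and 0 lower, among them the keratins Krt5 (3.09 in WT normal, 5.17 in WT colitis and 3.14 in IL-4Rα-/- colitis) and Krt10 (3.66, 5.00 and 3.66). The same held for 1 of 11 endothelial genes, Cdh5 (5.65, 6.71 and 5.64), and 1 of 14 B cell genes, Ms4a1 (4.87, 5.99 and 5.05). Of 8 distal HOX genes, 1 was lower and 0 higher, Hoxb13 (7.92, 5.47 and 7.44), and the list's median difference was 0. Of 12 enteroendocrine genes, 2 were lower, with Insl5 at 9.13, 7.27 and 8.75, and 1 was higher, Tac1, at 2.06-fold.

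Some genes that the paper measured by qPCR were read on the arrays too. Cxcl2 had a log2 signal of 2.06 in WT normal, 4.05 in WT colitis and 2.30 in IL-4Rα-/- colitis, and Il1b had 4.96, 5.71 and 4.96 (Figure 3C for the paper's qPCR). Il4 was 2.38 and Il13 was 3.50 on each array, at or below the background level, so these arrays do not show a difference in either. Mpo was 2.32 on each array.

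Of all probe sets, 46.9% had the same value on all 3 arrays, from 65.5% at a mean log2 signal of up to 3 to 14.6% above 8. The test of rounding was chosen after this was seen, and the simulation was set before it was run. Rounding alone is argued against, since a difference of 0.00 between IL-4Rα-/- colitis and WT normal was 108 times as frequent as one of 0.01 in 1 direction. Summary of probes by median polish over 3 arrays is a candidate explanation: in 2000 simulated probe sets of 25 probes with no difference and a probe noise SD of 0.3, 79.8% had identical values. The simulation rests on assumed probe numbers and noise, and the authors' method is not given in the sources used here.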
